# Activities, substrate specificity, and genetic interactions of fission yeast Siw14, a cysteinyl-phosphatase-type inositol pyrophosphatase

**DOI:** 10.1128/mbio.02056-23

**Published:** 2023-09-29

**Authors:** Ana M. Sanchez, Beate Schwer, Nikolaus Jork, Henning J. Jessen, Stewart Shuman

**Keywords:** inositol pyrophosphates, inorganic polyphosphate, pyrophosphatase, *Schizosaccharomyces pombe*, transcription termination

## Abstract

Inositol pyrophosphate 1,5-IP_8_ is a signaling molecule that regulates phosphate and polyphosphate homeostasis in the fission yeast *Schizosaccharomyces pombe*. 1,5-IP_8_ levels are dictated by a balance between the Asp1 kinase domain that converts 5-IP_7_ to 1,5-IP_8_ and two pyrophosphatases—the Asp1 pyrophosphatase domain (histidine acid phosphatase family) and the Aps1 pyrophosphatase enzyme (Nudix family)—that hydrolyze the β-phosphates of 1,5-IP_8_. Here, we characterize *S. pombe* Siw14 (SpSiw14), a cysteinyl-phosphatase family member and a homolog of *Saccharomyces cerevisiae* Siw14, as a third fission yeast pyrophosphatase implicated in inositol pyrophosphate catabolism. We find that SpSiw14’s substrate repertoire embraces inorganic pyrophosphate, inorganic polyphosphate, and the inositol pyrophosphates 5-IP_7_, 1-IP_7_, and 1,5-IP_8_, in addition to the generic substrate *p*-nitrophenylphosphate. Genetic analyses revealed that (i) elimination of the SpSiw14 protein or inactivation of the SpSiw14 pyrophosphatase by the C189S mutation had no effect on *S. pombe* growth but was lethal in the absence of Aps1 and (ii) the synthetic lethality of *siw14*∆ *aps1*∆ depended on the synthesis of 1,5-IP_8_ by the Asp1 kinase. We conclude that SpSiw14 and Aps1 pyrophosphatases have essential but redundant functions in fission yeast, and that their synthetic lethality is a consequence of the toxic effects of too much 1,5-IP_8_. Suppression of *siw14*∆ *aps1*∆ lethality by loss-of-function mutations of components of the fission yeast 3′-processing/termination machinery fortifies the case for overzealous transcription termination as the basis for 1,5-IP_8_ toxicosis.

**IMPORTANCE:**

The inositol pyrophosphate signaling molecule 1,5-IP_8_ modulates fission yeast phosphate homeostasis via its action as an agonist of RNA 3′-processing and transcription termination. Cellular 1,5-IP_8_ levels are determined by a balance between the activities of the inositol polyphosphate kinase Asp1 and several inositol pyrophosphatase enzymes. Here, we characterize *Schizosaccharomyces pombe* Siw14 (SpSiw14) as a cysteinyl-phosphatase-family pyrophosphatase enzyme capable of hydrolyzing the phosphoanhydride substrates inorganic pyrophosphate, inorganic polyphosphate, and inositol pyrophosphates 5-IP_7_, 1-IP_7_, and 1,5-IP_8_. Genetic analyses implicate SpSiw14 in 1,5-IP_8_ catabolism *in vivo*, insofar as: loss of SpSiw14 activity is lethal in the absence of the Nudix-type inositol pyrophosphatase enzyme Aps1; and *siw14*∆ *aps1*∆ lethality depends on synthesis of 1,5-IP_8_ by the Asp1 kinase. Suppression of *siw14*∆ *aps1*∆ lethality by loss-of-function mutations of 3′-processing/termination factors points to precocious transcription termination as the cause of 1,5-IP_8_ toxicosis.

## INTRODUCTION

Inositol pyrophosphates IP_7_ and IP_8_ are signaling molecules that influence eukaryotic phosphate and polyphosphate homeostasis (1). 5-IP_7_ and 1-IP_7_ differ according to whether the pyrophosphate moiety is at the 1 or 5 position of the inositol ring; 1,5-IP_8_ is pyrophosphorylated at both ring positions. 1,5-IP_8_ is synthesized from phytic acid (IP_6_) by the sequential action of inositol polyphosphate kinases Kcs1/IP6K, which converts IP_6_ to 5-IP_7_, and Asp1/Vip1/VIH/PPIP5K, which converts 5-IP_7_ to 1,5-IP_8_ (1). Asp1, Vip1, VIH, and PPIP5K—as they are named in fission yeast, budding yeast, plants, and humans, respectively—are bifunctional enzymes composed of an N-terminal kinase domain that synthesizes 1,5-IP_8_ and a C-terminal pyrophosphatase domain of the histidine acid phosphatase enzyme family that converts 1,5-IP_8_ back to 5-IP_7_ (2 – 8).

In addition to the C-terminal pyrophosphatase domain of Asp1/Vip1/VIH/PPIP5K, two other classes of pyrophosphatases are engaged in the catabolism of inositol pyrophosphates. The first class, exemplified by DIPP/Ddp1/Aps1 (from human, budding yeast, and fission yeast, respectively), are Nudix-family pyrophosphatases, defined by an ~23 aa Nudix box motif in which three glutamates comprise a binding site for catalytic magnesium ions (9 – 12). DIPP/Ddp1/Aps1 are also active in hydrolyzing inorganic polyphosphates and/or diadenosine polyphosphates (12 – 15).

The founder of the second class of pyrophosphatases is the *Saccharomyces cerevisiae* enzyme Siw14 (ScSiw14), which removes the 5-β-phosphate from 5-IP_7_ and 1,5-IP_8_ but does not hydrolyze the 1-β-phosphate of 1-IP_7_ (16, 17). ScSiw14 (281-aa) belongs to the cysteinyl-phosphatase family of phosphohydrolases, defined by a conserved active site phosphate-binding loop HCxxxxxR, that catalyzes phosphoryl transfer to water via a covalent enzyme-(cysteinyl-Sγ)-phosphate intermediate. Mutating ScSiw14’s active site, Cys214, to serine abolishes its activity. Crystal structures of N-terminally deleted versions of ScSiw14 have been solved with sulfate or citrate anions in the active site (17, 18). The plant *Arabidopsis thaliana* encodes five paralogous Siw14 homologs (named PFA-DSPs 1–5) that prefer to hydrolyze the 5-β-phosphate of inositol pyrophosphates (19). Crystal structures of N-terminally truncated plant PFA-DSP1 have been solved, either of wild-type DSP1 with its product inorganic phosphate in the active site or the inactive C150S mutant with its active site filled by its preferred substrate 5-IP_7_ (20).

In the fission yeast *Schizosaccharomyces pombe*, IP_8_ dynamics are dictated by a balance between Asp1 kinase and the pyrophosphatase enzymes that remove the 1- or 5-β-phosphate groups. *asp1*∆ cells or kinase-inactive *asp1-D333A* mutant cells are viable and contain no detectable 1,5-IP_8_ (3, 4). Pyrophosphatase-defective *asp1-H397A* cells are viable but contain elevated levels of 1,5-IP_8_ (3, 4). A key finding was that the *asp1-H397A* mutation is synthetically lethal in an *aps1*∆ strain that lacks the Nudix pyrophosphatase enzyme, signifying that too much 1,5-IP_8_ is toxic to fission yeast (21). Multiple lines of genetic, biochemical, and transcriptomic evidence cohere to show that (i) 1,5-IP_8_ acts as an agonist of precocious RNA polymerase II (Pol2) transcription termination dependent on the 3′ cleavage and polyadenylation factor (CPF) complex and (ii) 1,5-IP_8_ toxicosis results from overzealous 3′-processing/transcription termination (21 – 24).

It is not known whether or how Siw14 contributes to 1,5-IP_8_ metabolism or 1,5-IP_8_ signaling in fission yeast. The present study, in which we interrogate the biochemical activity of *S. pombe* Siw14 (SpSiw14) and its genetic interactions, is inspired by our recent observations that *siw14*∆, which has no effect *per se* on fission yeast growth, is synthetically lethal with *aps1*∆ (lacking the Nudix-type pyrophosphatase) (25). We report here that SpSiw14 hydrolyzes the generic phosphomonoester *p*-nitrophenylphosphate, the inorganic phosphoanhydride substrates pyrophosphate and polyphosphate, and the inositol pyrophosphates 5-IP_7_, 1-IP_7_, and 1,5-IP_8_. Active site mutation C189S abolishes phosphohydrolase activity *in vitro* and results in lethality with *aps1*∆ *in vivo*. Genetic suppression implicates overzealous 3′-processing/transcription termination as the basis for *siw14*∆ *aps1*∆ lethality.

## RESULTS

### Recombinant *S. pombe* Siw14 is a metal-independent phosphohydrolase

We produced recombinant full-length (aa 1–287) wild-type SpSiw14 and a full-length active site mutant C189S in *Escherichia coli* as His_10_Smt3 fusions and isolated them from soluble bacterial extracts by Ni-affinity chromatography. The tags were removed by treatment with the Smt3 protease Ulp1, and the SpSiw14 proteins were recovered free of His_10_Smt3 after a second round of Ni-affinity chromatography. In parallel, we produced and purified N-terminally truncated versions: wild-type SpSiw14-(79-287) and SpSiw14-(79-287)-C189S. The proteins were subjected to a final gel filtration step, during which they eluted as single peaks consistent with monomeric native size. SDS-PAGE revealed comparable purity of the recombinant wild-type and C189S proteins of the expected sizes (Fig. 1A).

**FIG 1:**
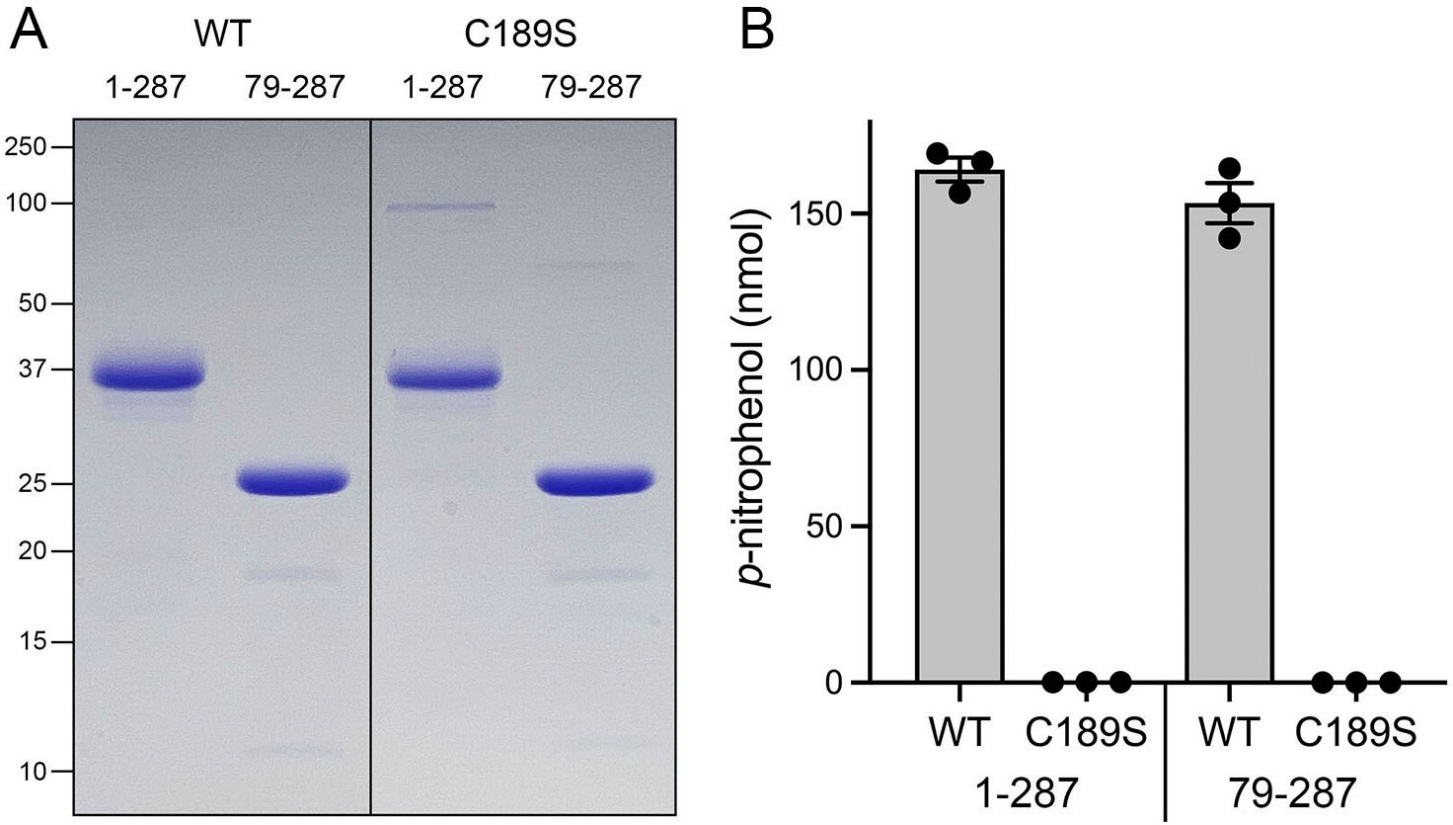
Recombinant Siw14 hydrolyzes *p*-nitrophenylphosphate. (**A**) Aliquots (5 µg) of the indicated wild-type or mutant Siw14 preparations were analyzed by SDS-PAGE. The Coomassie blue-stained gel is shown. The positions and sizes (kDa) of marker polypeptides are indicated on the left. (**B**) Phosphatase reaction mixtures (50 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 10 mM (500 nmol) *p*-nitrophenylphosphate, and 0.8 µM (40 pmol) of the wild-type or mutant Siw14 preparations were incubated at 37°C for 60 min. The extent of *p*-nitrophenol production is plotted. Data in the bar graph are the average of three independent assays ± SEM.

To interrogate SpSiw14 enzymatic function, we tested activity with the generic phosphomonoesterase substrate *p*-nitrophenylphosphate. Hydrolysis of *p*-nitrophenylphosphate liberates *p*-nitrophenol, which is quantified by its absorbance at 410 nm. We found that full-length SpSiw14 and truncated SpSiw14-(79-287) readily converted 10 mM *p*-nitrophenylphosphate into *p*-nitrophenol during a 60-min reaction at 37°C in the absence of a divalent cation. Equivalent amounts of SpSiw14-C189S and SpSiw14-(79-287)-C189S were catalytically inert (Fig. 1B).

SpSiw14 *p*-nitrophenylphosphatase was optimal at pH 4.5 to 5.0; activity declined steadily as the pH was increased to 8.0 (Fig. 2A). The extent of *p*-nitrophenylphosphate hydrolysis during a 60-min reaction increased linearly with input full-length SpSiw14 or truncated SpSiw14-(79-287) up to 25 pmol and continued to increase with a shallower slope in the range of 25 to 200 pmol, at which point 70% of the substrate was consumed (Fig. 2B). From the slopes of the SpSiw14 and SpSiw14-(79-287) titration curves in the initial linear phase, we calculated specific activities of 4.9 and 4.3 nmol of *p*-nitrophenol formed per pmol of SpSiw14 and SpSiw14-(79-287), respectively. SpSiw14 activity during a 20-min reaction under steady-state conditions (<10% of substrate consumed by 0.8 µM enzyme) displayed a hyperbolic dependence on *p*-nitrophenylphosphate concentration (Fig. 2C). Fitting the data to the Michaelis-Menten equation yielded *K*_*m*_ and *k*_cat_ values of 1.64 ± 0.18 mM and 74.4 ± 2.7 min^−1^, respectively. All ensuing experiments were performed with full-length SpSiw14 proteins.

**FIG 2:**
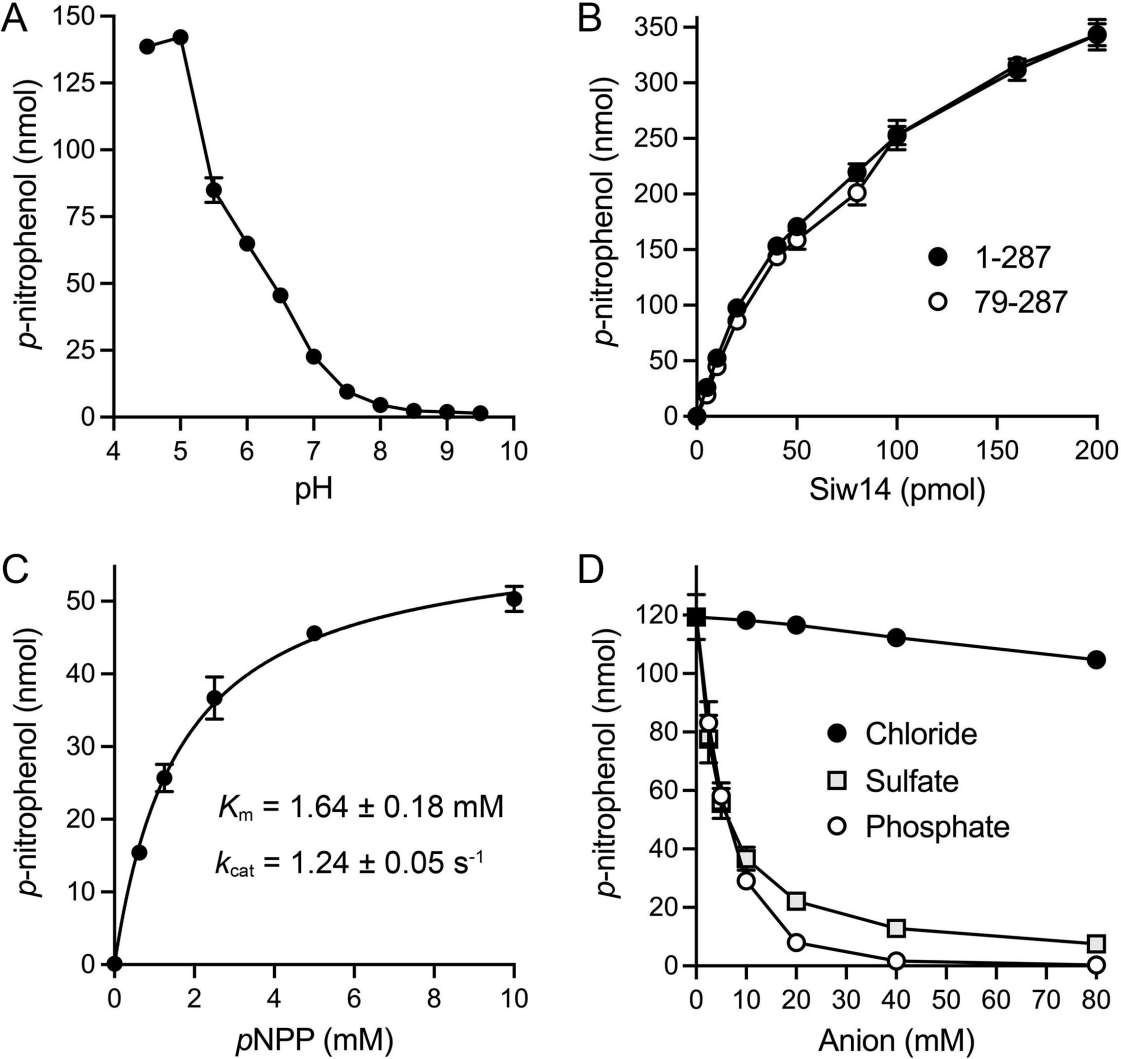
Characterization of the Siw14 *p*-nitrophenylphosphatase activity. (**A**) pH profile. Reaction mixtures (50 µL) containing 25 mM buffer (either Tris-acetate pH 4.5, 5.0, 5.5, 6.0, 6.5 or Tris-HCl pH 7.0, 7.5, 8.0, 8.5, 9.0, 9.5), 1 mM DTT, 10 mM (500 nmol) *p*-nitrophenylphosphate, and 0.8 µM (40 pmol) of Siw14-(1-287) were incubated at 37°C for 60 min. The extent of *p*-nitrophenol production is plotted. Each datum is the average of two independent experiments ± range. (**B**) Siw14-(1-287) and Siw14-(79-287) titration. Reaction mixtures (50 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 10 mM (500 nmol) *p*-nitrophenylphosphate, and increasing amounts of Siw14 as specified on the x-axis were incubated at 37°C for 60 min. *p*-Nitrophenol production is plotted as a function of input Siw14. (**C**) Steady-state kinetic parameters. Reaction mixtures (50 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 0.8 µM (40 pmol) Siw14-(1-287), and increasing concentrations of *p*-nitrophenylphosphate as specified on the x-axis were incubated at 37°C for 20 min. *p*-Nitrophenol production is plotted as a function of substrate concentration, and the data were fit to the Michaelis-Menten equation in Prism. (**D**) Inhibition by phosphate. Reaction mixtures (50 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 10 mM (500 nmol) *p*-nitrophenylphosphate, and 0.7 µM (35 pmol) Siw14-(1-287) were supplemented with sodium chloride, sodium sulfate, or sodium phosphate at the concentrations specified on the x-axis. The reaction mixtures were incubated at 37°C for 60 min. The extent of *p*-nitrophenol production is plotted as a function of added anion concentration. The data plotted in panels B–D are the averages of three independent experiments ± SEM.

### SpSiw14 activity is inhibited by phosphate and sulfate

We supplemented the standard reaction mixtures containing 10 mM *p*-nitrophenylphosphate with increasing concentrations of sodium phosphate (2.5, 5, 10, 20, 40, and 80 mM). Parallel reactions were supplemented with the equivalent concentrations of sodium chloride or sodium sulfate. Phosphate and sulfate elicited a similar concentration-dependent inhibition of SpSiw14 phosphatase activity with an IC_50_ of ~5 mM each (Fig. 2D). These results suggest that inorganic phosphate (a reaction product) and sulfate (a mimetic of phosphate) bind to the active site as well as, or better than, the 10 mM *p*-nitrophenylphosphate substrate. Phosphatase activity was inhibited completely at 40 to 80 mM phosphate; at 80 mM sulfate, the residual activity was 6% of the unsupplemented control. By contrast, chloride had relatively little impact, even up to 80 mM, at which point activity was diminished by only 12% compared to the unsupplemented control (Fig. 2D). We also tested whether magnesium affected Siw14 activity by supplementing reaction mixtures with 5, 10, or 20 mM MgCl_2_. The extent of *p*-nitrophenylphosphate hydrolysis in 5, 10, and 20 mM MgCl_2_ was 94%, 91%, and 80%, respectively, of the unsupplemented control (not shown).

### SpSiw14 hydrolyzes inorganic pyrophosphate and polyphosphate

SpSiw14 was reacted for 30 min with 2 mM inorganic pyrophosphate (PP_i_), and the formation of inorganic phosphate (P_i_) products was determined via colorimetric assay using the Malachite Green reagent. Hydrolysis of PP_i_ displayed a bell-shaped dependence on the pH of the reaction mixture. Pyrophosphatase activity was optimal at pH 4.5 to 5.0; activity declined steadily as the pH was decreased to ≤3.0 or increased to ≥8.0 (Fig. 3A). The extent of PP_i_ hydrolysis was proportional to input SpSiw14 (Fig. 3B). From the slope of the titration curve in the initial linear phase, we calculated a specific activity of 953 pmol of P_i_ formed (i.e., 477 pmol of PP_i_ hydrolyzed) per pmol of SpSiw14. Pyrophosphatase activity displayed a hyperbolic dependence on PP_i_ concentration (Fig. 3C). Fitting the data to the Michaelis-Menten equation yielded a *K*_*m*_ value of 1.13 ± 0.34 mM PP_i_ and an apparent *k*_cat_ of 26.6 ± 4.9 min^−1^ with respect to PP_i_ consumed per enzyme.

**FIG 3:**
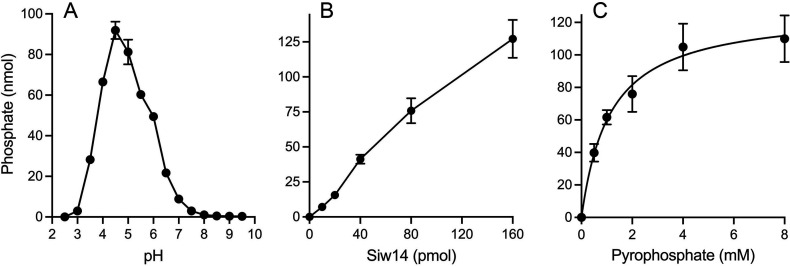
Siw14 hydrolyzes inorganic pyrophosphate. (**A**) pH profile. Reaction mixtures (100 µL) containing 25 mM buffer (either citric acid pH 2.5, 3.0, 3.5, 4.0; Tris-acetate pH 4.5, 5.0, 5.5, 6.0, 6.5; or Tris-HCl pH 7.0, 7.5, 8.0, 8.5, 9.0, 9.5), 1 mM DTT, 2 mM (200 nmol) sodium pyrophosphate, and 0.8 µM (80 pmol) Siw14-(1-287) were incubated at 37°C for 30 min. The extent of phosphate production is plotted as a function of pH. Each datum is the average of two separate titration experiments ± range. (**B**) Siw14 titration. Reaction mixtures (100 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 2 mM (200 nmol) sodium pyrophosphate, and increasing amounts of Siw14-(1-287) as specified on the x-axis were incubated at 37°C for 30 min. The extent of phosphate production is plotted. (**C**) Steady-state kinetic parameters. Reaction mixtures (100 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 0.8 µM (80 pmol) Siw14-(1-287), and increasing concentrations of sodium pyrophosphate as specified on the x-axis were incubated at 37°C for 30 min. Phosphate production is plotted as a function of pyrophosphate concentration, and the data were fit to the Michaelis-Menten equation in Prism. The data plotted in panels B and C are the averages of three independent experiments ± SEM.

We then reacted SpSiw14 with inorganic polyphosphate with an average linear polymer chain length of 45 (poly-P_45_). The products were analyzed by electrophoresis through a 36% polyacrylamide gel, and the polyphosphate chains were visualized by staining the gel with toluidine blue (Fig. 4A). Increasing input SpSiw14 effected a progressive shortening of the polyphosphate chains. Deploying the malachite green assay, we found that the reaction of SpSiw14 with poly-P_45_ generated inorganic phosphate as a reaction product (Fig. 4B). The extent of P_i_ release during a 30-min reaction increased with input SpSiw14. At 200 pmol SpSiw14, 92% of the input poly-P was converted to free phosphate. From the slope of the titration curve in the linear range, we calculated that 1.34 nmol of phosphate was released per pmol of SpSiw14, which translates into a turnover number of 45 min^−1^. We conclude that SpSiw14 has vigorous exopolyphosphatase activity.

**FIG 4:**
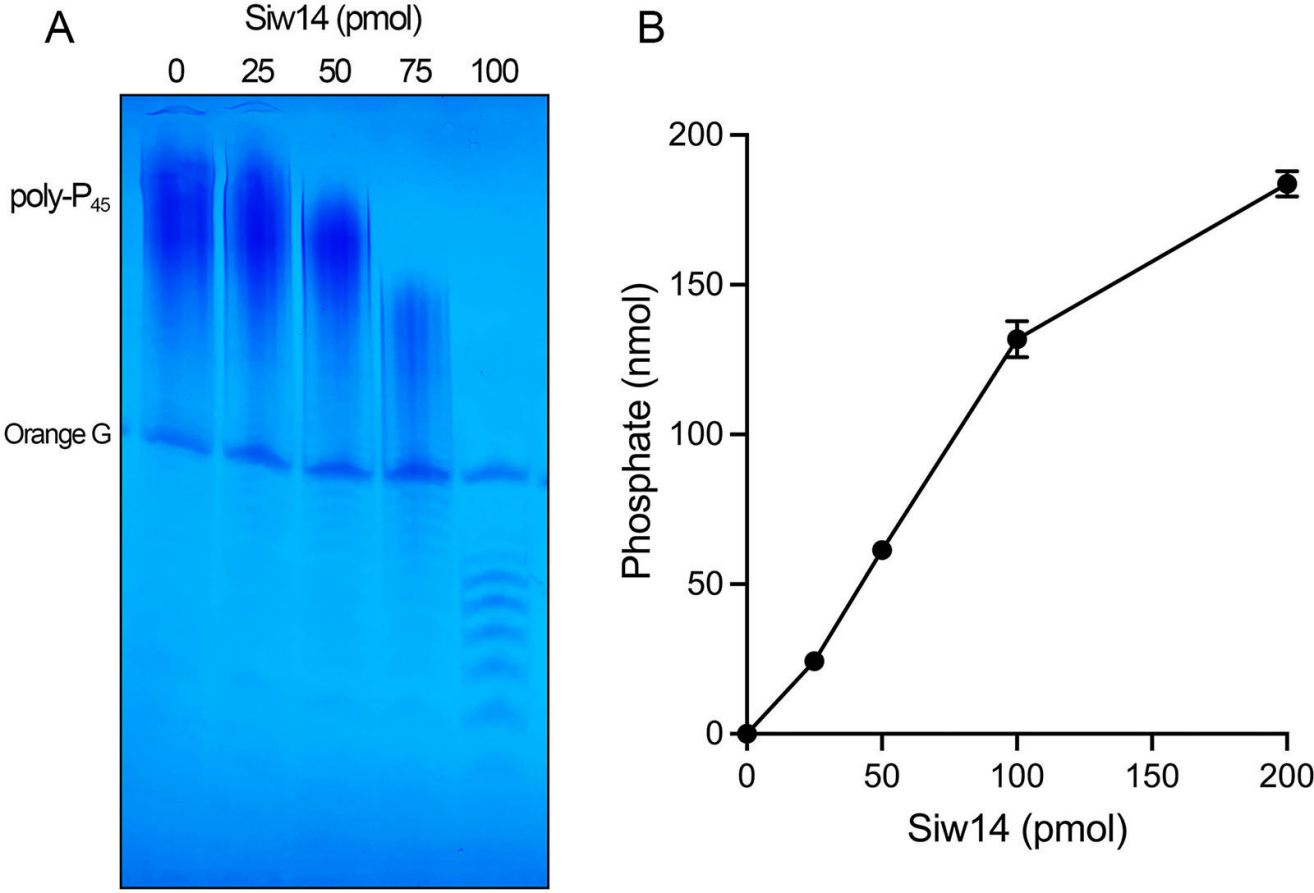
Siw14 hydrolyzes inorganic polyphosphate. (**A**) Reaction mixtures (10 µL) containing 50 mM Tris-acetate, pH 5.0, 0.2 mM poly-P_45_, and 0, 25, 50, 75, or 100 pmol of Siw14-(1-287) were incubated for 30 min at 37°C. Reaction products were resolved by PAGE and visualized by toluidine blue staining. (**B**) Reaction mixtures (20 µL) containing 50 mM Tris-acetate, pH 5.0, 0.2 mM poly-P_45_ (200 nmol total orthophosphate), and increasing concentrations of Siw14(1-287) were incubated for 30 min at 37°C. The extent of orthophosphate production is plotted. The data are the averages of three independent experiments ± SEM.

Poly-P is generated *in vivo* by a heterotrimeric membrane-associated VTC complex (comprising Vtc4, Vtc2, and Vtc1 subunits) that synthesizes poly-P and simultaneously imports the poly-P into the yeast vacuole (26). Poly-P levels and polymer chain length are determined by a dynamic balance between synthesis by the VTC poly-P polymerase and catabolism by exopolyphosphatase or endopolyphosphatase enzymes. *S. pombe* encodes three annotated polyphosphatases: Ppx1, SPBC713.07c, and SPCC1840.07c, of which the latter two are designated as vacuolar. To query whether SpSiw14 contributes significantly to inorganic polyphosphate homeostasis *in vivo*, we monitored the total polyphosphate pool of wild-type and *siw14*∆ cells (three biological replicates each) via polyacrylamide gel electrophoresis and staining with toluidine blue (Fig. S1). The abundance and length of the linear polyphosphate species were apparently the same in both strains. The lack of impact of *siw14*∆ on poly-P *in vivo* could simply reflect differential localization, i.e., the cellular poly-P pool is predominantly vacuolar, whereas Siw14 is annotated in Pombase as localizing to the nucleus and cytoplasm.

### SpSiw14 hydrolyzes inositol pyrophosphates

SpSiw14 or SpSiw14-C189S (3.9 µM, 78 pmol) was reacted for 60 min with 0.25 mM (5 nmol) 1-IP_7_, 5-IP_7_, or 1,5-IP_8_, and the products were analyzed by electrophoresis through a 36% polyacrylamide gel. The polyphosphorylated species were visualized by staining the gel with toluidine blue (Fig. 5). Wild-type SpSiw14 effected quantitative conversion of each inositol pyrophosphate substrate to IP_6_. By contrast, SpSiw14-C189S was inert in the hydrolysis of inositol pyrophosphates (Fig. 5). SpSiw14 back-titration (1, 2, and 4 pmol) revealed that 1-IP_7_ and 5-IP_7_ were hydrolyzed to IP_6_ with similar efficiency, and that 1,5-IP_8_ was converted to an IP_7_ species prior to the formation of the IP_6_ end-product (Fig. 6A). Based on the observations that 2 pmol of SpSiw14 sufficed to convert virtually all the input IP_8_ (5 nmol) to a mixture of IP_7_ and IP_6_, we estimated a turnover number of 83 min^−1^ for the SpSiw14 inositol pyrophosphatase, which agrees with the turnover number for hydrolysis of *p*-nitrophenylphosphate.

**FIG 5:**
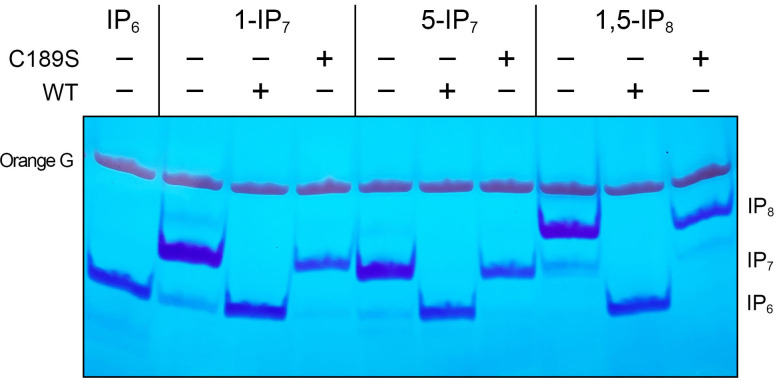
Siw14 is an inositol pyrophosphate pyrophosphatase. Reaction mixtures (20 µL) containing 30 mM Tris-acetate, pH 5.0, 50 mM NaCl, 0.25 mM (5 nmol) inositol pyrophosphate (1-IP_7_, 5-IP_7_, or 1,5-IP_8_), and 3.9 µM (78 pmol) wild-type or C189S Siw14-(1-287) (where indicated by +) were incubated for 60 min at 37°C. The reaction products were resolved by PAGE and visualized by toluidine blue staining.

**FIG 6:**
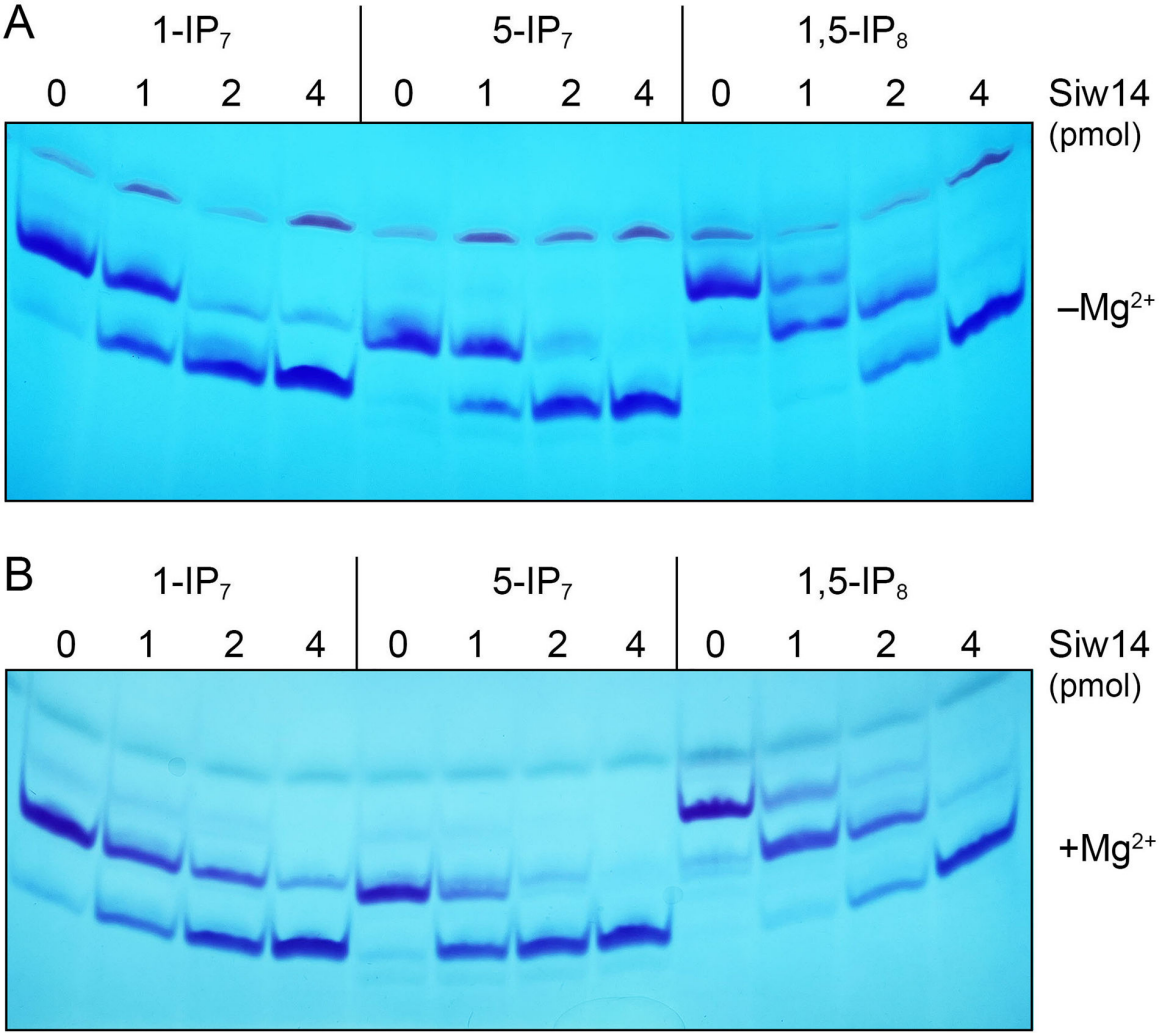
Siw14 hydrolyzes the 1-β and 5-β phosphate groups with similar efficiency. Reaction mixtures (10 µL) containing 30 mM Tris-acetate, pH 5.0, 25 mM NaCl, 0.5 mM (5 nmol) inositol pyrophosphate (1-IP_7_, 5-IP_7_, or 1,5-IP_8_), in the absence (panel A) or presence of 1 mM MgCl_2_ (panel B), and increasing concentrations of wild-type Siw14 as specified were incubated for 30 min at 37°C. The reaction products were resolved by PAGE and visualized by toluidine blue staining.

Our findings here that fission yeast SpSiw14 does not display a marked preference for 5-IP_7_ versus 1-IP_7_ contrast with the properties reported for *S. cerevisiae* Siw14 (16, 17). In the case of the plant Siw14 homologs, it was found that (i) PFA-DSP1, -DSP2, and -DSP4 hydrolyzed either 5-IP_7_ or 1-IP_7_ (at 0.33 mM concentration) when the reactions were performed in the absence of a divalent cation and (ii) inclusion of 1 mM magnesium in the reaction mixtures conferred selectivity for 5-IP_7_ (19). The selectivity of PFA-DSP1 in the presence of magnesium appears to result from magnesium inhibiting its action on 1-IP_7_ but not 5-IP_7_ (19). We find that when the enzyme titration experiments were performed in the presence of 1 mM magnesium, SpSiw14 was approximately twofold more active at hydrolyzing 5-IP_7_ versus 1-IP_7_ (Fig. 6B). Magnesium had no apparent effect on SpSiw14 pyrophosphatase activity with 1,5-IP_8_ (Fig. 6A and B).

### *siw14-C189S* is synthetically lethal with *aps1∆*

None of the three known fission yeast inositol pyrophosphate pyrophosphatase activities is essential *per se* for vegetative growth, i.e., the pyrophosphatase-defective *asp1-H397A* strain and the *aps1*∆ and *siw14*∆ null strains grow well on yeast extract with supplements (YES) agar at 20°C to 37°C (Fig. 7). However, *asp1-H397A* is synthetically lethal with *aps1*∆ (21), suggesting that simultaneous ablation of these two pyrophosphatases results in the accumulation of toxic levels of 1,5-IP_8_. When attempting to construct a *siw14*∆ *aps1*∆ double mutant strain via mating and sporulation, we found that the *siw14*∆ and *aps1*∆ alleles were synthetically lethal. To wit: (i) we were unable to obtain viable double mutants after screening a large population of haploid progeny of the genetic cross; and (ii) wild-type progeny and the differentially marked *siw14*∆ (on chromosome II) and *aps1*∆ (on chromosome I) single mutants were recovered at the expected frequencies (25). This result signified that the SpSiw14 and the Aps1 pyrophosphatases have essential but redundant functions in fission yeast. By contrast, we readily isolated a *siw14*∆ *asp1-H397A* double mutant that grew as well as wild type on YES agar at all temperatures (Fig. 7).

**FIG 7:**
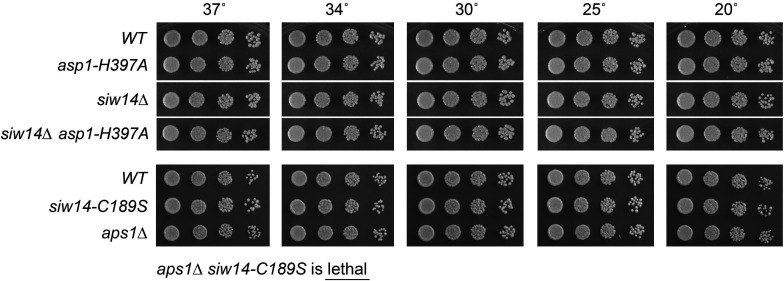
*siw14-C189S* is synthetically lethal with *aps1*∆. *S. pombe* strains with the indicated *asp1*, *siw14*, and *aps1* alleles were inoculated in YES broth and grown at 30°C. Exponentially growing cultures were adjusted to an *A*_600_ of 0.1, and aliquots (3 µL) of serial fivefold dilutions were spotted on YES agar and then incubated at the temperatures specified. *aps1*∆ was synthetically lethal with *siw14-C189S*.

To see if SpSiw14 pyrophosphatase activity is pertinent to the synthetic lethality of *siw14*∆ with *aps1*∆, we crossed the marked *siw14-C189S* and *aps1*∆ strains and screened for double-mutants by random spore analysis. The *siw14-C189S* active site mutant phenocopied *siw14*∆ with respect to synthetic lethality with *aps1*∆ (Fig. 7), consistent with the idea that inactivation of these two pyrophosphatases at once results in the accumulation of toxic levels of 1,5-IP_8_ and/or another phosphoanhydride-containing metabolite.

### The lethality of *siw14*∆ *aps1*∆ depends on Asp1 kinase activity

If the synthetic lethality of *siw14*∆ *aps1*∆ is due to 1,5-IP_8_ toxicity, then the lethality should be suppressed by the kinase-dead *asp1-D333A* allele (6, 8). Indeed, after crossing *aps1*∆ *asp1-D333A* and *siw14*∆ strains and random spore analysis, we obtained viable *siw14*∆ *aps1*∆ *asp1-D333A* cells that grew as well as wild type on YES agar (Fig. 8).

**FIG 8:**
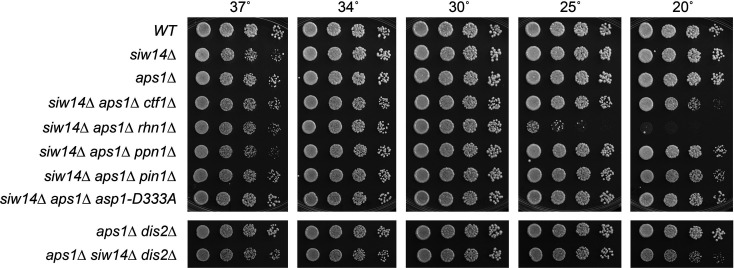
Lethality of *siw14*∆ *aps1*∆ depends on Asp1 kinase activity, CPF subunits Ctf1, Dis2, and Ppn1, prolyl isomerase Pin1, and termination factor Rhn1. Fission yeast strains with the *siw14*∆ allele in various combinations with *aps1*∆ and CPF subunit mutations or the Asp1 kinase-inactivating mutation D333A were spot tested for growth at the temperatures specified.

### The lethality of *siw14*∆ *aps1*∆ depends on CPF subunits, Rhn1, Pin1, and the Pol2 carboxy-terminal domain threonine-4

The fission yeast CPF is a 13-subunit protein assembly responsible for the 3′ processing of nascent Pol2 transcripts that precedes and abets Pol2 transcription termination (27). Five of the CPF subunits (Ctf1, Ssu72, Dis2, Ppn1, and Swd22) are dispensable for growth. Dis2 and Ssu72 are phosphoprotein phosphatase enzymes. Rhn1 is an inessential Pol2 termination factor that recognizes the Thr4-PO_4_ mark on the carboxy-terminal domain (CTD) of the Rpb1 subunit of Pol2 (28). Pin1 is a peptidyl prolyl isomerase that abets the function of Ssu72, a *cis*-proline-dependent CTD phosphatase (29).

A key question is whether the lethality of the *siw14*∆ *aps1*∆ strain arises from unconstrained precocious transcription termination caused by too much 1,5-IP_8_. If so, then it might be expected that the lethality would be ameliorated by mutations in the 3′-processing/termination machinery. To test this idea, we crossed our series of *aps1*∆ *CPF/pin1/rhn1* double-mutants to *siw14*∆ then sporulated the resulting diploids and screened random spores for each of the differentially marked loci of interest. In this way, we recovered viable *siw14*∆ *aps1*∆ *ctf1*∆, *siw14*∆ *aps1*∆ *swd22*∆, *siw14*∆ *aps1*∆ *ppn1*∆, *siw14 aps1*∆ *pin1*∆, *siw14*∆ *aps1*∆ *dis2*∆, and *siw14*∆ *aps1*∆ *ssu72-C13S* haploid strains that grew like wild type on YES agar at 25°C, 30°C, and 34°C and, in some cases, grew slowly at 37°C or 20°C, as gauged by colony size (Fig. 8 and 9). The viable *siw14*∆ *aps1*∆ *rhn1*∆ triple mutant grew well at 30°C–37°C but displayed a severe cold-sensitive growth defect at 20°C and 25°C (Fig. 8). These results suggest that the synthetic lethality of *siw14*∆ *aps1*∆ is a consequence of IP_8_-driven precocious termination that depends on CPF, Pin1, and Rhn1.

**FIG 9:**
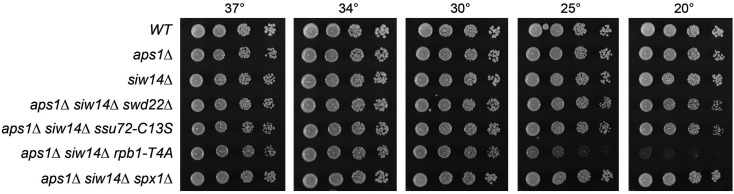
Lethality of *siw14*∆ *aps1*∆ depends on CPF subunits Swd22 and Ssu72, CTD threonine-4, and Spx1. *siw14*∆, *aps1*∆, and the indicated triple-mutant progeny of genetic crosses were spot-tested for growth on YES agar at the temperatures specified.

We tested if *rpb1-CTD-T4A*, which negatively affects 3′-processing/termination (22, 30), would also suppress the lethality of *siw14*∆ *aps1*∆. After crossing *aps1*∆ *CTD-T4A* and *siw14*∆ strains and random spore analysis, we obtained viable triple mutant *siw14*∆ *aps1*∆ *CTD-T4A* cells that grew on YES agar at 30°C to 37°C but were severely sick at 25°C and 20°C (Fig. 9).

### *siw14*∆ *aps1*∆ lethality depends on Spx1

Deleting the inositol pyrophosphate-binding RING-domain ubiquitin ligase Spx1 (or alanine mutations of its inositol pyrophosphate-binding site or zinc-binding cysteines) suppresses the 1,5-IP_8_ toxicosis of *asp1* alleles *STF6* and *STF9* (24). Spx1 is proposed to be a mediator of the inositol pyrophosphate signal that leads to precocious transcription termination. Here, we found by crossing *aps1*∆ *spx1*∆ and *siw14*∆ that *spx1*∆ suppressed the synthetic lethality of *siw14*∆ *aps1*∆, such that the *siw14*∆ *aps1*∆ *spx1*∆ triple mutant grew as well as wild type on YES agar at all temperatures (Fig. 9).

### Transcriptome profiling of *siw14*∆ cells and comparison to *aps1*∆

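The *siw14* RNA (SPBC17A3.03c), which encodes the inositol pyrophosphatase that the mutant lacks, had 2014, 2414 and 2377 counts in wild-type replicates 1, 2 and 3 and 13, 12 and 14 counts in *siw14*∆ replicates 1, 2 and 3. Its normalized count was 2392 ± 158 (SD, n = 3) in wild type and 12.4 ± 1.65 (SD, n = 3) in *siw14*∆ cells. This is a log2 fold change of −7.59 (standard error 0.14, adjusted p = 8.17e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each library thus carried the *siw14* level of the genotype on its label. The neighboring gene *aim19* (SPBC17A3.02), whose span shares 240 bases with *siw14* on the opposite strand in the ASM294v3 annotation, had a log2 fold change of 0.41 (standard error 0.14, adjusted p = 0.0555) by the same test. Without wild-type replicate 2 it was 0.45 (adjusted p = 0.0430). The RNA came from 3 cultures of the parental strain and 3 of *siw14*∆, a strain without the Siw14 pyrophosphatase, grown in the rich medium YES at 30 °C to an absorbance of 0.5 to 0.6. It was extracted with hot phenol. The authors prepared stranded poly(A)+ libraries from 500 ng of total RNA and sequenced 51 bases from both ends. They mapped the reads to genome build ASM294v2 with HISAT2 2.1.0 and counted them per gene over annotated exons with HTSeq 0.10.0. The paper's text does not name the strand setting of the counting, so that loci overlapping on opposite strands may share counts. The deposited count table lists 6988 loci. Counts in genes summed to 14481403, 13663234 and 13374799 (median 13663234) in wild-type replicates 1, 2 and 3 and to 13491026, 14583056 and 12875286 (median 13491026) in the *siw14*∆ replicates. From these counts, edgeR's default filter for low counts kept 5774 loci, of which 4890 are protein-coding and 807 are annotated as long noncoding RNAs. Counts were then normalized by the trimmed mean of M values, with factors of 0.864, 0.976 and 0.984 for the wild-type and 1.11, 1.03 and 1.05 for the *siw14*∆ replicates. A normalized count is a count scaled to the geometric mean of the 6 effective library sizes. The first principal component of the log2 CPM, here counts scaled to the effective library size, held 60.7% of the variance. It placed wild-type replicates 1, 2 and 3 at −31.2, −3.61 and −9.64 and the *siw14*∆ replicates at 15.0, 16.0 and 13.4. Each fold change compares the 3 *siw14*∆ with the 3 wild-type libraries, and adjusted p-values were taken over all loci kept.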

We performed RNA-seq on poly(A)^+^ RNA isolated from *siw14*∆ cells and from the parental wild-type strain. cDNAs obtained from three biological replicates (using RNA from cells grown to mid-log phase in YES medium at 30°C) were sequenced for each strain. In the data sets, 86%–88% of the sequence reads were mapped to unique genomic loci (Table S1). Read densities (RPKM) for individual genes were highly reproducible between biological replicates (Pearson coefficients of 0.968 to 0.984) (Table S2). 

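Replicates of a genotype were close for some transcripts and differed severalfold for others. The *aps1* RNA (SPAC13G6.14), which encodes a Nudix pyrophosphatase that acts on inositol pyrophosphates, had 1090.0 ± 136 normalized counts (SD, n = 3) in wild type and 1125 ± 105 (SD, n = 3) in *siw14*∆ cells. By contrast, *SPACUNK4.17*, annotated as a protein of the NAD-binding dehydrogenase family, had 1031, 368 and 619 normalized counts in wild-type replicates 1, 2 and 3 but 344, 308 and 299 in the *siw14*∆ replicates. The Pearson coefficient of CPM, counts scaled to the library total, across the 6988 loci was 0.991 between wild-type replicates 1 and 2, 0.995 between 1 and 3, and 0.989 between 2 and 3. Among the *siw14*∆ replicates it was 0.994 between 1 and 2, 0.998 between 1 and 3, and 0.996 between 2 and 3. The CPM scale was taken because gene lengths of the authors' build were not used here. Loci are not independent replicates, so no p-value is attached to a coefficient. A chi-square comparison of the counts of each pair gave 8.83 to 38.1 per degree of freedom. Every pair of replicates therefore differed by more than the sampling noise of reads, and each library was counted as a replicate of its own.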

A cutoff of ±2-fold change in normalized transcript read level and an adjusted *P*-value of ≤0.05 were the criteria applied to derive an initial list of differentially expressed annotated loci in the *siw14*∆ mutant versus the wild-type control. We then focused on differentially expressed genes with average normalized read counts ≥100 in either the *siw14*∆ or wild-type strains to eliminate polyadenylated transcripts that were expressed at very low levels in vegetative cells. We thereby identified only 2 annotated protein-coding RNAs that were upregulated and 10 protein-coding RNAs (other than the *siw14* mRNA) that were downregulated in *siw14*∆ cells (Table S3). 

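By the study criteria, 6 protein-coding genes were higher and 7, other than *siw14*, were lower in *siw14*∆ cells. The largest increase was that of *SPBC14F5.01*, an uncharacterized protein, from 55.2 to 126 normalized counts, a log2 fold change of 1.18 (standard error 0.34, adjusted p = 0.0355) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The BRCT domain protein gene *mdb1* (SPACUNK4.14) rose from 122 ± 21.0 to 258 ± 39.5 normalized counts (SD, n = 3 each), a log2 fold change of 1.07 (standard error 0.18, adjusted p = 0.0234). The other 4 higher genes had log2 fold changes from 1.01 to 1.04. They were *hus1* (SPAC20G4.04c), of the checkpoint clamp that responds to DNA damage, *slx4* (SPAC688.06c), a subunit of a structure-specific endonuclease, the rRNA methyltransferase gene *rrp8* (SPAC56F8.09), and the uncharacterized *SPBC1711.15c*. In that order, edgeR gave them adjusted p = 0.0234, 0.0262, 0.0234 and 0.0298. The next genes in size lay just under the 2-fold criterion, with log2 fold changes of 0.99 for *mad1*, of the spindle checkpoint, 0.99 for *SPAC607.02c*, 0.99 for *mtg1* and 0.97 for the kinetochore gene *spc24*. Among the lower genes, the heat shock protein gene *hsp9* (SPAP8A3.04c) had 9265, 2874 and 7361 normalized counts in wild-type replicates 1, 2 and 3 and 3036, 2205 and 2617 in the *siw14*∆ replicates. That is a log2 fold change of −1.31 (standard error 0.32, adjusted p = 0.0258) by edgeR. *SPACUNK4.17* had a log2 fold change of −1.08 (standard error 0.29, adjusted p = 0.0303) by the same test. The other 5 lower genes were *mei2*, *SPAC15E1.02c*, *SPAC637.03*, *frp1* and *SPCC70.08c*. Wild-type replicate 2 lay nearer to the *siw14*∆ mean than to the mean of the other wild-type replicates at every one of these 7 genes and of 4 noncoding RNAs past the same criteria. The annotated spans of *hus1*, *slx4* and *SPACUNK4.17* overlap a noncoding locus on the opposite strand by 1130, 2133 and 1531 bases. The counts up and down were 2 and 1 without wild-type replicate 1, 53 and 28 without replicate 2, and 41 and 0 without replicate 3. They were 11 and 0 without *siw14*∆ replicate 1 and 0 and 0 without *siw14*∆ replicate 2 or 3, where edgeR still put 1734 and 1756 loci under an unadjusted p of 0.05. Of the 6 higher and 7 lower genes, 1 and 1 kept their calls without wild-type replicate 1, 6 and 7 without replicate 2, and 6 and 0 without replicate 3. The calls kept were 3 and 0 without *siw14*∆ replicate 1, and 0 and 0 without *siw14*∆ replicate 2 or 3. By the study criteria, 69 and 2 genes were up and down when scaled by library totals only, 13 and 2 by limma-voom, and 4 and 5 by DESeq2. In alternatives chosen after seeing the data, the counts were 0 and 9 with a trend over GC content and 0 and 0 with a trend over abundance taken out of each library. With the trend over abundance out, the 7 lower genes stayed at −1.10 to −1.80 (edgeR adjusted p = 0.0567 to 0.0916). The 6 higher genes were then at 0.69 to 0.92 (adjusted p = 0.0567 to 0.103).

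**Figure D1:**
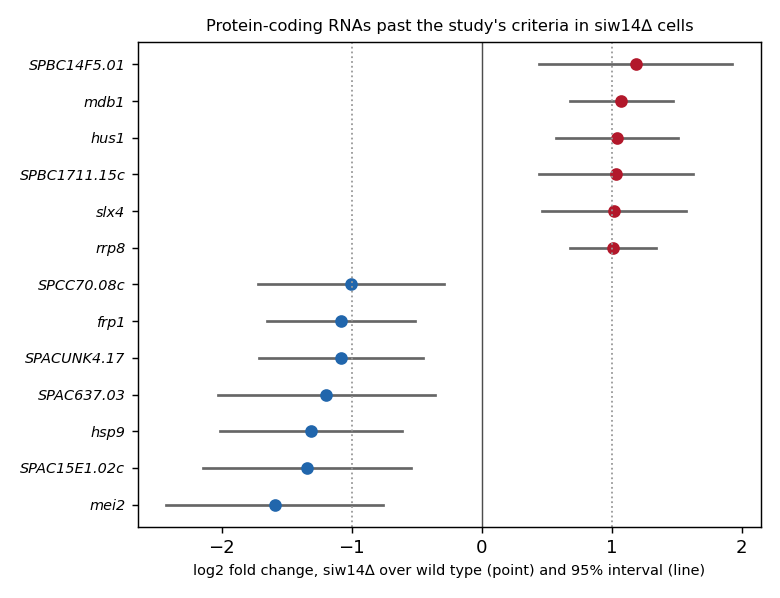
Log2 fold changes, *siw14*∆ against wild type, on the horizontal axis for the 13 protein-coding genes other than *siw14* past the study criteria. Shown are points for the estimates, horizontal lines for the 95% intervals (n = 3 libraries each) and dotted lines at 2-fold. The points run from −1.59 for *mei2* to 1.18 for *SPBC14F5.01*. Each interval reaches across a dotted line.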

We surmise that Siw14 has little impact on gene expression in an otherwise wild-type cell.

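For most transcripts, the libraries limit any change in *siw14*∆ cells to less than 2-fold. Of 4853 loci with at least 100 normalized counts in either genotype, 4330 (89.2%) had a 95% interval of the fold change that lay wholly within 2-fold. The median half-width of the interval was 0.27 on the log2 scale. Over all 5774 loci kept, edgeR's quasi-likelihood test called 965 loci higher and 288 lower at an adjusted p of at most 0.05, which is 21.7% of the loci, and 2373 passed at an unadjusted p. Of these calls 946 and 273 were estimated at under 2-fold, and the median log2 fold change was 0.61 among the loci called higher and −0.38 among those called lower. The libraries of the genotypes did not overlap at 2706 loci (46.9%), where chance gives 10% per locus. Loci share the same 6 libraries and are not independent, so this share cannot decide whether the genotype changed them. Of 9 genes listed for the pentose phosphate pathway and NADPH supply, 7 fell, none rose and 2 did not pass the test (8 fell when adjusted over the list alone). Among them were the transaldolase gene *tal1* (−0.66, standard error 0.19, adjusted p = 0.0345) and the glucose-6-phosphate dehydrogenase gene *zwf1* (−0.58, standard error 0.17, adjusted p = 0.0351) by edgeR. The list also held *gdh1*, the NADP-specific glutamate dehydrogenase gene, which is outside the pentose phosphate pathway. It had a log2 fold change of −0.48. The list as a whole was lower by limma's camera (adjusted p = 4.53e-04, and adjusted p = 0.653 with an estimated correlation). Of 141 genes in the list of cytoplasmic ribosomal proteins, 7 fell, none rose and 134 did not pass (none fell when adjusted over the list alone, while 69 passed at an unadjusted p). The log2 fold changes of *rps13* and *rpl44* were −0.52 and −0.39, and camera placed the list lower (adjusted p = 2.29e-13, and adjusted p = 0.653 with an estimated correlation). Of 31 nuclear genes of oxidative phosphorylation, 7 fell and 2 rose (20 fell and 3 rose when adjusted over the list alone). The cytochrome c oxidase subunit genes *cox8* (−0.51) and *cox13* (0.59) are among them, and the list had a camera adjusted p = 3.60e-05 and adjusted p = 0.653 with an estimated correlation. Of 22 ribosome biogenesis genes 6 rose and none fell, also when adjusted over the list alone. For example, *mak16* and *ebp2* had log2 fold changes of 0.72 and 0.68, but camera did not call the list (adjusted p = 0.188). DESeq2 called 71 of the ribosomal protein and 23 of the oxidative phosphorylation genes. The annotated spans of *rpl44*, *cox8* and *ebp2* largely overlap another gene on the opposite strand. Of all calls 77.0% were higher, against 64.6% (903 higher and 495 lower) with DESeq2's size factors, 59.2% (1025 and 705) by DESeq2 and 97.8% (1368 and 31) with library totals only, which move the median of all loci by 0.18. The share was 49.5% (866 and 883) with a trend over GC content taken out, an alternative chosen after seeing the data. The calls higher and lower were 785 and 48 without wild-type replicate 1, 1204 and 717 without wild-type replicate 2, and 640 and 44 without wild-type replicate 3. They were 378 and 1 without *siw14*∆ replicate 1, and 0 and 1 without *siw14*∆ replicate 2 or 3. In the same order, 6, 9, 4, 3, 0 and 0 of the 9 called genes named here kept their calls. With a trend over abundance taken out, likewise chosen after, edgeR called 0 loci higher and 1 lower, with 1600 at an unadjusted p. The log2 fold changes were then −0.41 for *tal1*, −0.35 for *zwf1*, −0.24 for *gdh1*, −0.24 for *rps13*, −0.13 for *rpl44*, −0.44 for *cox8*, 0.60 for *cox13*, 0.62 for *mak16* and 0.73 for *ebp2* (edgeR adjusted p = 0.0583 to 0.183). Ribosome biogenesis became higher by camera (adjusted p = 2.85e-05, and adjusted p = 0.654 with an estimated correlation). Camera then called neither the ribosomal protein list (adjusted p = 0.515, in the other direction) nor that of oxidative phosphorylation (adjusted p = 0.481). The paper counts the protein-coding RNAs that pass its criteria of fold change, adjusted P-value and read level. The paper surmises from their low number that Siw14 has little impact on gene expression in an otherwise wild-type cell.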

Our prior RNA-seq analysis of *aps1*∆ cells highlighted 19 coding genes that were upregulated, including *pho1*, *pho84*, and *tgp1* that comprise the *PHO* regulon (21). Expression of the *PHO* genes in phosphate-replete cells is repressed by upstream lncRNA-mediated transcription interference. Derepression of *pho1* mRNA and Pho1 acid phosphatase enzyme activity is a sensitive indicator of genetic mutations that elicit precocious termination of upstream *prt* lncRNA transcription. 

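The phosphate acquisition genes did not pass the test in either direction. The acid phosphatase gene *pho1* (SPBP4G3.02) had 19563 ± 2087 normalized counts in wild type and 16064 ± 1987 in *siw14*∆ cells (SD, n = 3 each). This is a log2 fold change of −0.28 with a 95% interval of −0.56 to −0.01 (standard error 0.12, adjusted p = 0.108 from edgeR's quasi-likelihood test). The phosphate transporter gene *pho84* (SPBC8E4.01c) had 18469 ± 1254 and 19202 ± 484 normalized counts (SD, n = 3 each). It had a log2 fold change of 0.06 with an interval of −0.16 to 0.27 (standard error 0.10, adjusted p = 0.689 by the same test). The glycerophosphodiester transporter gene *tgp1* (SPBC1271.09) had 332 ± 47.1 and 395 ± 41.1 normalized counts (SD, n = 3 each). Its change was a log2 fold change of 0.25 with an interval of −0.07 to 0.57 (standard error 0.14, adjusted p = 0.211 by the same test). All 3 intervals therefore exclude a 2-fold change either way. None of the 3 genes passed when adjusted over the list alone, with adjusted p = 0.124 for *pho1*, 0.583 for *pho84* and 0.165 for *tgp1*. The list was not called by limma's camera (adjusted p = 0.856), whose direction was lower while the median log2 fold change of the list was 0.06. The lncRNA *prt* (SPNCRNA.1712), transcribed from upstream of *pho1*, had 31.5 ± 9.14 and 40.2 ± 4.83 normalized counts (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.29, adjusted p = 0.377). In the ASM294v3 annotation *prt* overlaps *pho1* by 1413 bases, and SPNCRNA.9001 overlaps *pho84* by 1870 bases, both on the same strand. Thus counting over exons may split or drop reads of these pairs. The *pho1* change passed without wild-type replicate 2, at −0.37 (edgeR adjusted p = 0.0391), and by DESeq2, at −0.32 (adjusted p = 0.0372). With library totals only it was −0.10 (edgeR adjusted p = 0.408). In an alternative chosen after seeing the data, with a trend over abundance taken out, *pho1* was at −0.04 (edgeR adjusted p = 0.800), *pho84* at 0.30 (adjusted p = 0.101) and *tgp1* at −0.09 (adjusted p = 0.717). With a trend over GC content taken out, likewise chosen after, *pho1* was at −0.18 and *tgp1* at 0.39 (edgeR adjusted p = 0.112 and 0.0349).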

The present finding by RNA-seq that the *PHO* genes were unaffected in *siw14*∆ cells resonates with our previous observation that *siw14*∆ had no effect on the level of cell-surface Pho1 acid phosphatase activity (25). In *aps1*∆ cells, 28 genes were downregulated, including 4 genes of the iron homeostasis regulon (*frp1*, *fip1*, *fio1*, and *srx1*). The noteworthy overlap between the *siw14*∆ and *aps1*∆ transcriptome data sets was that 6 of the 10 genes downregulated in *siw14*∆ were also downregulated in *aps1*∆: these being *frp1* (ferric-chelate reductase), *mei2* (RNA binding protein), *SPAC15E1.02c* (DUF1761 family protein), *SPAC637.03* (DUF1774 family protein), *SPCC70.08c* (methyltransferase), and *SPAC26H5.09c* (oxidoreductase involved in NADPH regeneration) (Table S3).

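The 6 genes that the paper lists as lower in both mutants were all lower here, with log2 fold changes from −0.95 to −1.59, and 5 of them passed the study criteria. The meiotic regulator gene *mei2* (SPAC27D7.03c) had 1523, 387 and 1434 normalized counts in wild-type replicates 1, 2 and 3 and 398, 349 and 360.3 in the *siw14*∆ replicates. Its change was a log2 fold change of −1.59 (standard error 0.38, adjusted p = 0.0250) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ferric-chelate reductase gene *frp1* (SPBC1683.09c) fell from 106 ± 32.0 to 50.1 ± 6.14 normalized counts (SD, n = 3 each), a log2 fold change of −1.08 (standard error 0.26, adjusted p = 0.0252). By the same test, *SPAC15E1.02c* had a log2 fold change of −1.35 (standard error 0.36, adjusted p = 0.0323). *SPAC637.03* had one of −1.20 (standard error 0.38, adjusted p = 0.0458 by edgeR). *SPCC70.08c*, whose whole span lies opposite a noncoding locus, had one of −1.01 (standard error 0.33, adjusted p = 0.0483 by edgeR). The oxidoreductase gene *SPAC26H5.09c* had 9401, 3615 and 7391 normalized counts in the wild-type and 3502, 3569.7 and 3497 in the *siw14*∆ replicates. Its log2 fold change of −0.95 (standard error 0.25, adjusted p = 0.0317) by edgeR falls just short of 2-fold. All 6 genes passed edgeR's test, also when adjusted over the list alone, and limma's camera placed the list lower (adjusted p = 0.00367, and adjusted p = 0.653 with an estimated correlation). The study chose these genes on these samples, so this is not independent evidence of their direction. Of 15 genes listed for iron homeostasis under Fep1 or Php4, 5 fell, none rose and 10 did not pass (6 fell when adjusted over the list alone). This list had a camera adjusted p = 6.20e-04 and adjusted p = 0.647 with an estimated correlation. Besides *frp1*, these were the iron permease gene *fip1* (−0.89, standard error 0.20, adjusted p = 0.0237), *sib2* at −0.46, of siderophore synthesis, the iron-sensing repressor gene *fep1* at −0.35, and *isu1*, named after its value was seen. By edgeR, adjusted p = 0.0296 for *sib2* and 0.0383 for *fep1*. The list joins genes under different regulators, and the repressor gene *fep1* fell too. A lower list thus does not show that the activity of either regulator changed. The iron oxidase gene *fio1* had a log2 fold change of −0.78 (standard error 0.27, adjusted p = 0.0594) and the sulfiredoxin gene *srx1* one of −0.52 (standard error 0.22, adjusted p = 0.105), and neither passed edgeR's test. Both passed without wild-type replicate 2 (*fio1* at −0.91, adjusted p = 0.0301, and *srx1* at −0.73, adjusted p = 0.0154). With the *siw14*∆ mean set at 0 and the mean of the other wild-type replicates at 1, wild-type replicate 2 had a median place of 0.0193 over the 6 shared genes and lay under 0.5 at all 6. Of the 9 genes named by the paper as shared or iron-related, 7 were called with all libraries, 1 without wild-type replicate 1, 9 without wild-type replicate 2, 1 without wild-type replicate 3, and 0 without *siw14*∆ replicate 1, 2 or 3. The shared genes past the study criteria were 1, 6, 0, 0, 0 and 0 in that order. Of these reduced sets, only that without wild-type replicate 2 kept the calls of *sib2* and *fep1*. DESeq2 called 4 of the 6 shared genes, without *SPAC637.03* (adjusted p = 0.0889) and *SPCC70.08c* (adjusted p = 0.0949), and it called *fio1* at −0.81 (adjusted p = 0.00916). Of the 9 genes, 3 were called by limma-voom, 3 with library totals only and 0 with a trend over abundance taken out, the last chosen after seeing the data. With that trend out, all 9 stayed lower, at −0.73 to −1.80 (edgeR adjusted p = 0.0567 to 0.104), and *mei2* had a standard error of 0.42.

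**Figure D2:**
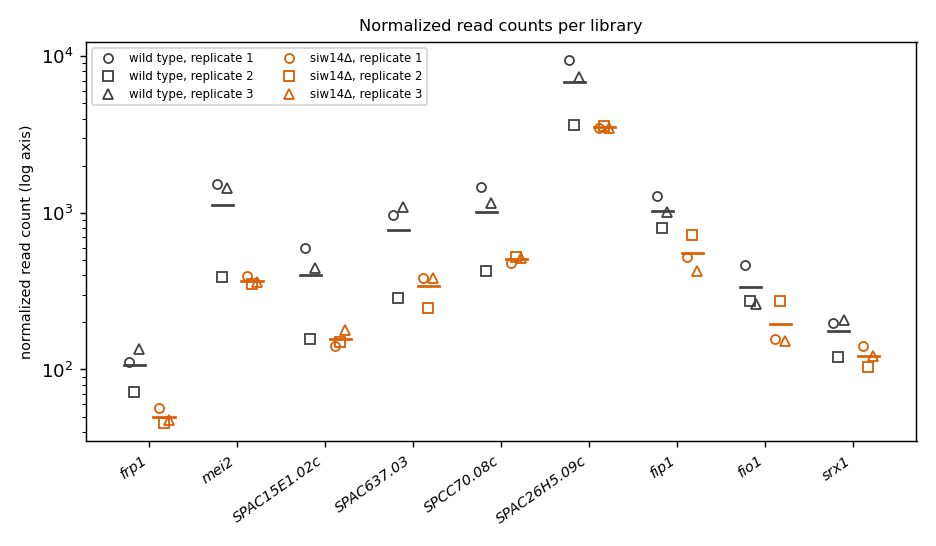
Normalized counts per library on a logarithmic vertical axis for the 6 shared genes and for *fip1*, *fio1* and *srx1*. There are circles, squares and triangles for replicates 1, 2 and 3, dark symbols for wild type, orange symbols for *siw14*∆ and a short line at each mean (n = 3). For *mei2*, the square of wild-type replicate 2 lies at 387, beside the *siw14*∆ symbols. The other wild-type symbols lie at 1523 and 1434.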

## DISCUSSION

The results herein illuminate the biochemical activities and genetic interactions of the fission yeast pyrophosphatase SpSiw14. The 287-aa SpSiw14 protein is predicted to consist of a disordered N-terminal 80-aa segment fused to a cysteinyl-phosphatase enzyme fold (alphafold.ebi.ac.uk/entry/Q9UUF3). Our initial purification and characterization of recombinant SpSiw14 proteins established its activity as a metal-independent *p*-nitrophenylphosphatase that is strictly dependent on the active site Cys189 thiol but unaffected by deletion of the disordered N-terminus, which has no primary structure similarity to the dispensable N-terminal segment of *S. cerevisiae* Siw14 (17) or the N-terminus of *Arabidopsis* PFA-DSP1. The catalytic domain of SpSiw14 is, by alignment of its primary structure (Fig. S2) and its predicted tertiary structure, highly similar to the crystal structures of ScSiw14 and plant PFA-DSP1 (17, 18, 20). SpSiw14 has a C-terminal peptide extension not found in the other two enzymes, of which the last 18-aa are predicted to be disordered (Fig. S2). The ensuing biochemical analysis of SpSiw14 reported here was performed with the full-length enzyme.

The salient findings were that SpSiw14 has a broader spectrum of pyrophosphatase activities than had been reported in previous studies of yeast and plant enzymes, whereby SpSiw14’s substrate repertoire embraces inorganic pyrophosphate, inorganic polyphosphate, and the inositol pyrophosphates 5-IP_7_, 1-IP_7_, and 1,5-IP_8_, in addition to the generic substrate *p*-nitrophenylphosphate. The turnover numbers for these phospho-substrates, derived from steady-state kinetics or estimated from enzyme-specific activity, were similar: 74 min^−1^ for *p*-nitrophenylphosphate; 27 min^−1^ for inorganic pyrophosphate; 45 min^−1^ for inorganic polyphosphate; and 83 min^−1^ for 1,5-IP_8_. The reaction rates of SpSiw14 are in the same range as the *k*_cat_ values reported for ScSiw14: 79 min^−1^ for 5-IP_7_ and 38 min^−1^ for IP_8_ (17).

SpSiw14 activity displays a bell-shaped pH profile with optimal activity at pH 4.5 to 5.0, a steep fall-off at lower pH, and a somewhat more gradual decline at higher pH. This profile suggests the involvement of at least two essential pH-sensitive moieties in the catalytic mechanism, which need to be deprotonated and protonated, respectively. One of these is the active site cysteine-189 that, as a deprotonated thiolate, attacks the terminal phosphate of the substrate to form an enzyme—(cysteinyl-Sγ)-phosphate intermediate. Studies of *Yersinia* PTPase (a founder of the cysteinyl-phosphatase family) documented an acidic pH optimum (pH 5.0) for *p*-nitrophenylphosphate hydrolysis and a p*K*_a_ of 4.67 for the active site cysteine thiol (31, 32), which is significantly lower than the expected cysteine p*K*_a_ of 8.5. Ensuing crystal structures of many cysteinyl-phosphatase family members led to the insight that the cysteine thiolate is stabilized by a surrounding network of hydrogen bond donors provided by a threonine side chain and several main-chain amides of the active site phosphate-binding loop H **C** xxxxxR **T**. As to the nature of the Siw14 moiety that needs to be protonated, we can speculate that this might be a conserved histidine in the Siw14-specific phosphate-binding loop HCxRGK **H** RT (Fig. S2). This histidine engages in two hydrogen bonds between Nδ and Nε in the ligand-bound structures of the plant Siw14-type phosphatase (20). However, deprotonation of this histidine might not account for the virtually total loss of SpSiw14 phosphatase activity at alkaline pH, insofar as an alanine mutation of the corresponding histidine in ScSiw14 elicited only a fivefold decrement in pyrophosphatase activity with 5-IP_7_ (17). Changing this histidine to aspartate in the plant enzyme resulted in a 20-fold decrease in pyrophosphatase activity with 5-IP_7_ (20).

SpSiw14 is sensitive to product inhibition by inorganic phosphate in the low millimolar range and is similarly sensitive to inhibition by sulfate. The initially reported *p*-nitrophenylphosphatase activity of recombinant *S. cerevisiae* Siw14, purified as a GST-tagged fusion protein, was notable for its very low apparent *k*_cat_ of 4.4 × 10^−7^ s^−1^ (16), which is slower than the presently reported *k*_cat_ of 1.24 s^−1^ for SpSiw14. While the low turnover was potentially attributed to a high fraction of catalytically inactive protein in the preparation, the enzyme assays in the initial study were conducted in the presence of 10 mM magnesium sulfate (16) and thus likely prone to sulfate inhibition. Changing the expression vector and purification procedures—and, coincidentally, the elimination of sulfate from the enzyme reaction mixtures—resulted in a much more active recombinant *S. cerevisiae* Siw14 preparation that was used by Wang and colleagues for structural and functional studies (17).

Inhibition of Siw14 by inorganic phosphate has potential relevance for fission yeast IP_8_ dynamics *in vivo*. 1,5-IP_8_ is synthesized *in vivo* from 5-IP_7_ by the N-terminal kinase domain of the bifunctional kinase-pyrophosphatase Asp1 (3, 4). *In vitro*, recombinant full-length Asp1 catalyzes futile cycles of 1-phosphate phosphorylation by its kinase component and 1-pyrophosphate hydrolysis by its pyrophosphatase component that result in unproductive consumption of the ATP substrate (5). An H397A mutation in the active site of the C-terminal pyrophosphatase domain of Asp1 restored net 1,5-IP_8_ synthesis by full-length Asp1-H397A to nearly the same specific activity as the isolated Asp1 kinase domain. Inspired by studies of the human ortholog PPIP5K2 (7), Benjamin et al. (5) found that inorganic phosphate, the product of the Asp1 inositol pyrophosphate pyrophosphatase reaction, enables net 1,5-IP_8_ synthesis *in vitro* by full-length wild-type Asp1. Significant activation of 1,5-IP_8_ synthesis was evident at 25 mM phosphate, which is the reported physiological intracellular concentration of orthophosphate in budding yeast grown in phosphate-replete medium (33). Although these findings regarding phosphate’s effect on Asp1 pyrophosphatase *in vitro* provided a simple explanation for how Asp1 might achieve net 1,5-IP_8_ synthesis in the cellular milieu, the present study injects phosphate-sensitive control of SpSiw14 into the mix. To wit, intracellular phosphate levels sufficient to modulate SpSiw14’s inositol pyrophosphatase activities could increase the 5-IP_7_ substrate available to Asp1 and reduce turnover of the 1,5-IP_8_ product.

The present genetic analyses of fission yeast Siw14 are consistent with it playing a role in 1,5-IP_8_ catabolism *in vivo*, insofar as: (i) elimination of Siw14 protein or inactivation of the Siw14 pyrophosphatase by the C189S mutation had no effect *per se* on *S. pombe* growth but was lethal in the absence of the Nudix-type inositol pyrophosphate pyrophosphatase enzyme Aps1; and (ii) the synthetic lethality of *siw14*∆ *aps1*∆ depended on the synthesis of 1,5-IP_8_ by the Asp1 kinase. We conclude that SpSiw14 and the Aps1 pyrophosphatases have essential but redundant functions in fission yeast, and that their synthetic lethality is a consequence of the toxic effects of too much 1,5-IP_8_. Copious genetic evidence points to 1,5-IP_8_ action as an agonist of precocious 3′-processing/transcription termination as the basis for 1,5-IP_8_ toxicosis (21 – 24). We surmise that this is also the case for *siw14*∆ *aps1*∆ synthetic lethality, which was consistently suppressed by loss-of-function mutations of components of the fission yeast 3′-processing/termination machinery. RNA analyses and monitoring of *PHO* gene expression indicate that the *aps1*∆ deletion leads to increased expression of *pho1* by relieving flanking lncRNA-mediated transcription interference with the *pho1* promoter via precocious lncRNA termination. By contrast, the *siw14*∆ deletion does not elicit such a phenotype on its own. An outstanding challenge is to pinpoint the gene(s) dysregulated by excess 1,5-IP_8_ in *siw14*∆ *aps1*∆ and other lethal IP_8_ pyrophosphatase mutants (21, 22) that are responsible for toxicity.

## MATERIALS AND METHODS

### Recombinant *S. pombe* Siw14

The ORF encoding full-length Siw14 was PCR amplified from *S. pombe* cDNA with primers that introduced a BamHI site immediately flanking the start codon and a XhoI site downstream of the stop codon. A truncated ORF encoding Siw14-(79-287) was generated by PCR amplification with a sense-strand primer that introduced a BamHI site overlying the codon for Ser79. The PCR products were digested and inserted between the BamHI and XhoI sites of pET28b-His_10_Smt3 to generate T7 RNA polymerase-based expression plasmids encoding the Siw14-(1-287) and Siw14-(79-287) polypeptides fused to an N-terminal His_10_Smt3 tag. A missense Cys189Ser mutation was introduced into the expression plasmids by two-stage overlap extension PCR with mutagenic primers. All plasmid inserts were sequenced to verify the fusion junctions and exclude the presence of unwanted mutations.

Wild-type and mutant pET28b-His_10_Smt3-Siw14 plasmids were transfected into *E. coli* BL21(DE3) cells. Cultures (1 L) amplified from single kanamycin-resistant transformants were grown at 37°C in Terrific Broth containing 50 µg/mL kanamycin until the *A*_600_ reached 0.72–0.78. The cultures were chilled on ice for 1 h, adjusted to 2.2% (vol/vol) ethanol and 0.5 mM isopropyl-β-D-thiogalactopyranoside, and then incubated for 16 h at 17°C with constant shaking. The cells were harvested by centrifugation and stored at −80°C. All subsequent steps were performed at 4°C. Thawed cells were resuspended in 25 mL of buffer L (50 mM Tris-HCl, pH 7.5, 500 mM NaCl, 25 mM imidazole, 10% glycerol) and half a tablet of cOmplete EDTA-free Protease Inhibitor Cocktail (Roche). The cells were lysed by sonication, and the insoluble material was removed by centrifugation at 38,000 × *g* for 30 min. The supernatant was mixed for 1 h with 3 mL of nickel-nitrilotriacetic acid (Ni-NTA) agarose resin (Qiagen) that had been equilibrated with buffer L. The resin was recovered by centrifugation and washed twice with 30 mL of buffer L. The resin was centrifuged again, resuspended in 15 mL of buffer L, and poured into a column. After washing the column with 15 mL of buffer L, the bound material was eluted with 6 mL of buffer L containing 300 mM imidazole. The polypeptide compositions of the flow-through and eluate fractions were monitored by SDS-PAGE. The 300 mM imidazole eluate fractions containing His_10_-Smt3-Siw14 were supplemented with Smt3-specific protease Ulp1 [Ulp1/His_10-_Smt3-Siw14 ratio of 1:425 (wt/wt)] and then dialyzed overnight against 2 L of buffer D (50 mM Tris-HCl, pH 7.5, 250 mM NaCl, 25 mM imidazole, 5% glycerol). The dialysates were mixed for 1 h with 3 mL of Ni-NTA agarose resin that had been equilibrated with buffer D. Tag-free Siw14 proteins were recovered in the flow-through fractions. Protein concentration was determined from the *A*_280_ measured with a Nanodrop spectrophotometer (Thermo Scientific), applying a molar extinction coefficient of 24,910 M^−1^/cm for full-length Siw14 and 24,660 M^−1^/cm for Siw14-(79-287), as calculated by Protparam. The yields at this purification step of Siw14-(1-287), Siw14-(1-287)-C189S, Siw14-(79-287), and Siw14-(79-287)-C189S were 12, 20, 16, and 34 mg per liter of bacterial culture, respectively. The tag-free Siw14 preparations were concentrated by centrifugal ultrafiltration (Amicon Ultra-15; 10 kDa cutoff) to 8–14 mg/mL (in a 2-mL volume) and then further purified by gel-filtration through a 125-mL 16/60 HiLoad Superdex 200 column (GE Healthcare) equilibrated in buffer containing 20 mM Tris-HCl, pH 7.5, 100 mM NaCl, and 2 mM dithiothreitol (DTT) at a flow rate of 0.5 mL/min while collecting 2 mL fractions. The peak Siw14 fractions were pooled and concentrated by centrifugal ultrafiltration (Amicon Ultra-15; 10 kDa cutoff) to 2.5–10 mg/mL. Protein concentration was determined from the *A*_280_ measured with a Nanodrop spectrophotometer, applying molar extinction coefficients as described above.

### *p*-Nitrophenylphosphatase activity

Reaction mixtures (50 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 10 mM (500 nmol) *p*-nitrophenylphosphate, and Siw14 protein as specified in the figure legends were incubated at 37°C. The reactions were quenched by adding 0.95 mL of 1 M Na_2_CO_3_. Release of *p*-nitrophenol was determined by measuring *A*_410_ and interpolating the value to a *p*-nitrophenol standard curve.

### Inorganic pyrophosphatase activity

Reaction mixtures (100 µL) containing 25 mM Tris-acetate, pH 5.0, 1 mM DTT, 2 mM (200 nmol) sodium pyrophosphate, and Siw14 protein as specified in the figure legends were incubated at 37°C. The reactions were quenched by adding 1 mL of Malachite Green Reagent (Enzo Life Sciences), followed by a 20-min incubation at room temperature. Phosphate release was determined by measuring *A*_620_ and interpolating the value to a phosphate standard curve.

### Inorganic polyphosphatase activity

Reaction mixtures (10 µL) containing 50 mM Tris-acetate, pH 5.0, 0.2 mM poly-P_45_ (Sigma, Cat # S4379-500MG, Lot # SLBX2788), and Siw14 protein as specified in the figure legends were incubated for 30 min at 37 °C. Reactions were terminated by mixing with an equal volume of 2× Orange G loading buffer (10 mM Tris-HCl, pH 7.0, 1 mM EDTA, 30% glycerol, 0.05% Orange G). The products were analyzed by electrophoresis at 4°C through a 20-cm 36% polyacrylamide gel containing 80 mM Tris-borate (pH 8.3) and 1 mM EDTA for 2.5 h at 10 W constant power. The gel was washed briefly with water and then stained with a solution of 0.1% toluidine blue (Sigma), 20% methanol, and 0.2% glycerol, followed by destaining in 20% methanol.

Alternatively, reaction mixtures (20 µL) containing 50 mM Tris-acetate, pH 5.0, 0.2 mM poly-P_45_ (Sigma, Cat # S4379-500MG, Lot # SLCM4102), and Siw14 protein as specified in the figure legends were incubated for 30 min at 37°C. Reactions were quenched by adding 1 mL of Malachite Green Reagent (Enzo Life Sciences), followed by a 20-min incubation at room temperature. Phosphate release was determined by measuring *A*_620_ and interpolating the value to a phosphate standard curve. The total phosphate content of the poly-P_45_ substrate was measured after digestion for 30 min at 37°C with calf intestine alkaline phosphatase (40 U; NEB).

### Inositol pyrophosphate pyrophosphatase activity

Reaction mixtures containing 30 mM Tris-acetate, pH 5.0, 25 or 50 mM NaCl, 0.25 or 0.5 mM inositol pyrophosphate (1-IP_7_, 5-IP_7_, or 1,5-IP_8_), 0 or 1 mM MgCl_2_, and Siw14 protein as specified in the figure legends were incubated for 30 min at 37°C. The reactions were terminated by adding an equal volume of 2× Orange G loading buffer. The products were analyzed by electrophoresis at 4°C through a 20-cm 36% polyacrylamide gel containing 80 mM Tris-borate (pH 8.3) and 1 mM EDTA for 3 h at 10 W constant power. The inositol polyphosphates were visualized by staining the gel with toluidine blue, as described above.

### Allelic replacement at the *siw14* locus

We constructed strains harboring marked *siw14-WT* and *siw14-C189S* alleles. First, we generated a pKS-based plasmid carrying a *siw14* integration cassette marked with *hygMX*. The cassette consisted of the following elements, proceeding from 5′ to 3′: (i) a 619-bp segment of genomic DNA 5′ of the *siw14^+^* start codon; (ii) a 1107-bp segment encompassing the *siw14* ORF and introns; (iii) a 269-bp segment harboring the *nmt1* ^+^ transcription termination signal; (iv) a *hygMX* gene conferring resistance to hygromycin; and (v) a 748-bp segment of genomic DNA 3′ of the *siw14* ^+^ stop codon. The integration cassette for *siw14-C189S* was generated by replacing a restriction fragment spanning the Cys189 codon in the wild-type integration cassette with a restriction fragment containing the *C189S* missense mutation. The *siw14* ORFs were sequenced to exclude the presence of unwanted mutations. The integration cassettes (WT and C189S) were excised from plasmids and transfected into haploid *S. pombe* cells. Hygromycin-resistant transformants were selected and analyzed by Southern blotting to verify marker integration at the *siw14* locus. The *siw14* ORFs in the *siw14-WT-hygMX* and *siw14-C189S-hygMX* strains were amplified by PCR and sequenced to confirm the *siw14* genotypes.

### Tests of mutational synergies

*siw14*∆ haploids were mixed on malt agar with haploids of the opposite mating type bearing differentially marked mutations in genes involved in inositol pyrophosphate metabolism (*asp1*, *aps1*) and inositol pyrophosphate sensing (*spx1*), RNA 3′-processing and Pol2 transcription termination (*ctf1*, *dis2*, *ppn1*, *swd22*, *ssu72*, *rhn1*), CTD prolyl isomerization (*pin1*), or pan-heptad mutations in the Pol2 CTD (*T4A*) to allow mating and sporulation. After affirming the presence of asci by microscopy and ensuing treatment with glusulase (which breaks down the ascus wall to release spores and kills any residual unmated vegetative cells), the spores were counted in a hemocytometer and then subjected to random spore analysis (34). Spores (~1,000) were plated in parallel on YES agar and on medium selective for the marked mutant alleles, and the plates were incubated at 30°C. A large number of viable drug-resistant progeny were screened by replica-plating for the presence of the second drug resistance marker gene or by sequentially replica-plating from YES to different drug-selective media. Wild-type (unmarked) and differentially marked single mutant alleles were recovered at the expected frequencies. A finding that no haploids with both marker genes were recovered after 6 to 8 days of incubation at 30°C was taken to indicate synthetic lethality. Growth phenotypes of viable double-mutant strains were assessed in parallel with the individual single mutants and wild-type cells at different temperatures (20°C to 37°C). Fission yeast cultures were grown in YES liquid medium at 30°C until *A*_600_ reached 0.6–0.9. The cultures were adjusted to a final *A*_600_ of 0.1, and 3 µL aliquots of serial fivefold dilutions were spotted on YES agar. The plates were photographed after incubation for 2 d at 34°C, 2.5 days at 30°C and 37°C, 4 days at 25°C, and 6 days at 20°C. A list of the fission yeast strains employed in this study is compiled in Table S4.

### Transcriptome profiling by RNA-seq

RNA was isolated from *S. pombe* wild-type and *siw14*∆ cells that were grown in liquid YES medium at 30°C to an *A*_600_ of 0.5 to 0.6. Cells were harvested by centrifugation, and total RNA was extracted via the hot phenol method. The integrity of total RNA was gauged with an Agilent Technologies 2100 Bioanalyzer. The Illumina TruSeq stranded mRNA sample preparation kit was used to purify poly(A)^+^ RNA from 500 ng of total RNA and to carry out the subsequent steps of poly(A)^+^ RNA fragmentation, strand-specific cDNA synthesis, indexing, and amplification. Indexed libraries were normalized and pooled for paired-end sequencing performed using a NOVASeq 6000 system. FASTQ files bearing paired-end reads of length 51 bases were mapped to the *S. pombe* genome (ASM294v2.28) using HISAT2-2.1.0 with default parameters (35). The resulting SAM files were converted to BAM files using Samtools (36). Count files for individual replicates were generated with HTSeq-0.10.0 (37) using exon annotations from Pombase (GFF annotations, genome-version ASM294v2; source “ensembl”). RPKM analysis and pairwise correlations (Tables S1 and S2) were performed as described previously (38). Differential gene expression and fold change analysis were performed in DESeq2 (39). The cutoff for further evaluation was set for genes that had an adjusted *P*-value (Benjamini-Hochberg corrected) of ≤0.05 and were up or down by at least twofold in *siw14*∆ versus wild type. Genes were further filtered on the following criteria: (i) genes that were ≥2-fold up and the average normalized read count for the *siw14*∆ strain was ≥100 and (ii) genes that were ≥2-fold down and the average normalized read count for the wild-type strain was ≥100.

## Data Availability

The RNA-seq data in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE232247.

## SUPPLEMENTAL MATERIAL

Supplemental figures and tables mbio.02056-23-s0001.pdf Tables S1, S2, S3, and S4. Figures S1 and S2.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

How the deposited data were processed for this re-analysis (not part of the article)

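Poly(A)+ RNA of 3 wild-type and 3 *siw14*∆ cultures of the fission yeast Schizosaccharomyces pombe was compared. The authors mapped paired reads of 51 bases to genome build ASM294v2 with HISAT2 2.1.0, converted the alignments with SAMtools and counted reads per gene over exons with HTSeq 0.10.0, as the methods and the submitters' processing notes give them. The deposited count table holds these raw counts, not normalized, for 6988 loci in the 6 libraries, and every library has a column of its own. A further 5 lines of that table name no gene and are filled only in the *siw14*∆ columns, where they hold 35.8%, 31.6% and 34.7% of the counts of replicates 1, 2 and 3; they were left out of library sizes and tests. The authors also deposited a table from DESeq2, whose version is not given in the sources used here, with a log2 fold change of *siw14*∆ over wild type and its standard error for each locus. Its p-values are those the authors obtained from DESeq2, raw and adjusted by the method of Benjamini and Hochberg. Its mean normalized signal per strain is the authors' mean of counts divided by size factors.

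From the counts, library totals were taken over genes only, low loci were removed with filterByExpr, which kept 5774 loci, and TMM factors, glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3 gave a log2 fold change, a p-value and an adjusted p (Benjamini-Hochberg over the loci kept) for *siw14*∆ against wild type. The fit had a common dispersion of 0.0151, a prior of 7.02 degrees of freedom and a median of 11.0 in total; the standard error is the fold change divided by the root of the F statistic, and the 95% interval uses the t quantile at the total degrees of freedom. The study criteria were taken from the methods: an adjusted p of at most 0.05, a fold of at least 2 and a mean normalized count of at least 100 in the strain with the higher level. The lists of genes, 29 in all, the rule for the genes named in the text, the tests and most alternatives were fixed before the data were examined. By that rule the genes to name were *siw14*, those named in the RNA-seq part of the paper and those past the study criteria. The last were at most 15 in each direction, with the next largest up to 10. The rule also covered up to 4 members of each list with the smallest p, and the 3 annotated genes on either side of *siw14*. The text gives values for only some of these genes. Of the genes beside *siw14*, only *aim19* was kept by the filter. Lists with at least 3 loci kept were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 28 lists tested; camera with an estimated correlation and fry were run beside it. Camera and fry gave their p-values from the same 6 libraries. Gene symbols, types, exon lengths, GC content and overlaps come from the annotation of build ASM294v3, to which 6836 of the 6988 IDs matched; it is not the authors' build, so no coordinates are given. In 11 instances the annotation gives a listed symbol to another kind of gene, and the lists were tested with and without these names.

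Library totals ran from 12875286 to 14583056 counts. In data simulated from these libraries, edgeR recovered 61.2% of 67 genes changed 1.5-fold, 97.0% of 67 changed 2-fold and all of 66 changed 4-fold among 5735 genes, called 6 of 5535 unchanged genes, and 94.9% of its 95% intervals held the simulated change. With a trend over abundance added to the simulation, 421 of 5568 unchanged genes were called, and 7 once the trend was taken out. Of 20 simulated unchanged lists, camera called 0 with either correlation and fry called 1. Counts were drawn from the model that edgeR fits, so the recovery, the false calls and the interval coverage hold only under that model. Without the added trend, the simulation held no shifts shared by many genes, which these libraries show. Genes were simulated independently of each other. The 0 therefore cannot show how camera with its preset correlation does on correlated lists, such as ribosomal proteins with an estimated correlation of 0.67.

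The alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors in edgeR, library totals only, a filter of at least 1 count in any library or 10 counts in all 6, the replicate number as a block, each library left out in turn, other criteria (no minimum or a minimum of 50 normalized counts, a 1.5-fold criterion, glmTreat against 1.5-fold, an adjusted p of 0.01, all annotated loci) and other scales for the replicate correlation. Added after seeing the data were a loess trend (span 0.3) of each library over abundance or over exon GC content taken out as an offset, fry on the genes of the lowest against the highest quintile of mean count, the authors' deposited p-values adjusted over the loci kept here, RPKM with ASM294v3 lengths, and the lists without the 11 names. The setting with the deposited p-values also took the deposited fold changes and strain means. With 3 libraries against 3, an exact permutation test cannot give a two-sided p under 0.1. Mapping rates and the paper's *aps1*∆ data were not analysed here. Of the lists tested, 1 is not reported here, though it stays in the adjustment over the lists and in the numbers of lists called.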

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

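In this part, the comparison of other splits of the libraries was set before the result was seen, and the tests of the trend over abundance, of GC content, of single libraries and of matched random lists were chosen only after it was seen.

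The paper reports genes past its 2-fold criterion; at the adjusted p alone, 965 loci were higher and 288 lower in *siw14*∆ cells. Of the 10 splits of the 6 libraries into 3 and 3, 1 called as many loci, the real split with 1253, and the highest of the others called 0 (454 at an unadjusted p). The splits are too few for a share under 0.05. Each other split also mixes the genotypes, so any difference between them, whatever its cause, widens the spread and lowers its calls. Without wild-type replicates 1, 2 and 3 the calls were 785 and 48, 1204 and 717, and 640 and 44, and without *siw14*∆ replicates 1, 2 and 3 they were 378 and 1, 0 and 1, and 0 and 1.

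The calls followed abundance: from the lowest to the highest quintile of 978 protein-coding genes each by mean count, the median log2 fold change was 0.45, 0.34, 0.03, −0.12 and −0.24, and across genes the Spearman coefficient of the fold change was −0.627 with mean count, −0.404 with exon GC content and −0.0737 with exon length. The lowest quintile exceeded the highest by 0.68, and by 0.45 with the GC trend taken out and 0.51 without wild-type replicate 1, which argues against either as the whole cause. Per library, the same difference was −0.67, −0.16 and −0.16 in wild-type replicates 1, 2 and 3 and 0.37, 0.33 and 0.29 in the *siw14*∆ replicates. Within wild type, replicate 1 differed from the other replicates by −0.48. The genotype means differed by 0.66, and libraries of 1 genotype by up to 0.51. An exact two-sided permutation of the libraries decides nothing (p = 0.1, the smallest that 3 against 3 allow). Limma's fry on the lowest against the highest quintile takes the spread as equal in both genotypes. It gave an unadjusted p = 0.0134 (6.03e-04 without wild-type replicate 1 and 0.0239 to 0.0486 without any other library). This contrast was chosen because these libraries showed it, so its p-value cannot decide against chance differences between libraries. Such differences stay open, as do an effect of the genotype and a difference in handling between the libraries of the genotypes, which was not tested.

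Of 28 lists, 11 were lower in *siw14*∆ cells by camera, and none of them kept its call with an estimated correlation (smallest adjusted p = 0.647) or by fry (smallest adjusted p = 0.103). If the trend over abundance were the whole cause, random lists of the same size and mean counts would be as low, and the shares of 10000 such lists with as low a median, 0.0001 for iron homeostasis, 0.0001 for the induced stress response and 0.0001 for the pentose phosphate pathway, the smallest they can give, and 0.0053 for hexose transport, argue against that for these lists, which also stayed lower by camera with the trend taken out, though not with an estimated correlation (adjusted p = 0.475 for iron homeostasis, 0.654 for hexose transport and 0.662 for the others). The share of 0.0195 for oxidative phosphorylation leaves it open, since random lists had a median of −0.20 of its −0.26 and its median was −0.07 with the trend taken out (camera adjusted p = 0.481), and that of 0.0001 for the genes the paper names as shared with *aps1*∆ decides nothing, since the study chose them on these samples. The shares were 0.157 for sterol biosynthesis, 0.393 for marker and mating-type genes, 0.887 for histones and 0.947 for glycolysis, within what the trend alone would give, and 0.996 for ribosomal proteins, so that nearly all random lists were lower than these (median of −0.27 against −0.25). The iron homeostasis list holds *frp1* and the pentose phosphate list *SPAC26H5.09c*, both among the shared genes that the study chose on these samples. Random lists were drawn gene by gene, so shares come out too small where genes of a list move together. Estimated correlations were 0.02 for iron homeostasis, 0.60 for the stress response, 0.80 for the pentose phosphate pathway and 0.23 for hexose transport. Hexose transport lost its call without wild-type replicate 1 (camera adjusted p = 0.0521) or *siw14*∆ replicate 1 (adjusted p = 0.0857), glycolysis without wild-type replicate 1 (adjusted p = 0.0502), and, with the GC trend taken out, hexose transport (adjusted p = 0.137), ribosomal proteins (0.215), marker and mating-type genes (0.258) and glycolysis, so whether cultures or genotype set the rest stays open.

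Among the lower lists not described at a claim, 3 of 23 induced stress response genes fell (3 when adjusted over the list alone), *hsp9*, *obr1* at −0.45 and *plr1* at −0.49 (camera adjusted p = 0.00147). Of 15 hexose transport and gluconeogenesis genes, 2 fell (0 when adjusted over the list alone, with 7 at an unadjusted p and 2 by DESeq2 and 1 by limma-voom over all loci), the glucose transporter gene *ght5* at −0.94 and the glucosidase gene *agl1* at −0.41 (adjusted p = 0.0302). Of 17 sterol biosynthesis genes, 4 fell (7 when adjusted over the list alone), among them *hcs1* at −0.43 and *erg11* at −0.32 (adjusted p = 4.96e-04). Of 10 histone genes, 2 fell, also when adjusted over the list alone, *hta2* at −0.39 and *pht1* at −0.32 (adjusted p = 0.00587); of 17 glycolysis genes, 3 fell (1 when adjusted over the list alone), among them *eno102* at −1.44 and *adh4* at −0.46 (adjusted p = 0.00735). Of 7 auxotrophic marker and mating-type genes, 2 fell (3 when adjusted over the list alone), *leu1* at −0.40 and *ade6* at −0.34 (adjusted p = 0.0302). The counts of *eno102* were low, with means of 51.2 in wild type and 18.2 in *siw14*∆ cells in the authors' deposited table. Its span overlaps a noncoding locus on the opposite strand by 1232 bases, and the span of *obr1* lies wholly opposite another noncoding locus. DESeq2 called 8 of the stress response, 7 of the sterol, 4 of the histone and 6 of the glycolysis genes. With an estimated correlation each of these lists had adjusted p = 0.653 by camera. Of the 13 called genes named here, edgeR kept 1 without wild-type replicate 1, 13 without wild-type replicate 2, 2 without wild-type replicate 3 and 0 without any of the *siw14*∆ replicates. It kept 0 with the trend over abundance taken out, at −1.10 for *hsp9*, −0.20 for *obr1*, −0.28 for *plr1*, −0.91 for *ght5*, −0.78 for *agl1*, −0.20 for *hcs1*, −0.10 for *erg11*, −0.13 for *hta2*, −0.17 for *pht1*, −1.62 for *eno102*, −0.25 for *adh4*, −0.17 for *leu1* and −0.15 for *ade6* (adjusted p = 0.0583 to 0.334). With the trend over abundance taken out, 5 of the 11 lists stayed lower and ribosome biogenesis became higher (adjusted p = 2.85e-05; adjusted p = 0.0496 with library totals only). By camera with an estimated correlation and that trend out, 0 lists were called (adjusted p = 0.654 for ribosome biogenesis).

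Outside the protein-coding genes that the paper counts, 4 noncoding RNAs were past the same criteria. The log2 fold change of *omt3* (SPNCRNA.130) was −2.72 (standard error 0.65, adjusted p = 0.0252 by edgeR), with 159, 22.7 and 240.0 normalized counts in wild-type replicates 1, 2 and 3 and 16.6, 18.2 and 29.3 in the *siw14*∆ replicates. *SPNCRNA.803* was at −1.40 (edgeR adjusted p = 0.0374), *SPNCRNA.747* at −1.29 (adjusted p = 0.0362) and *SPNCRNA.872* at −1.001 (adjusted p = 0.0419), and each of these 3 overlaps a coding gene on the opposite strand. Of these 4 calls, 4 were kept without wild-type replicate 2 and 0 without any other library. Of the 4, limma-voom called 0 and library totals only kept 1, and with the trend over abundance taken out 0 were called, at −1.33 to −2.91 (edgeR adjusted p = 0.0595 to 0.0670).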

How the results depend on the processing

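The alternatives that took out a trend over abundance or GC content, used the deposited p-values, used RPKM or left 11 names out of the lists are tests chosen only after the data were seen; the others were set earlier. Over all results reported and their alternatives, the counts of outcomes were as follows: of values for single genes and lists, 1135 kept direction and side of the threshold, 431 lost the call, 30 gained one and 32 turned direction; of the main results, 165 kept theirs, 70 counts or coefficients moved, 3 gained a call and 1 turned. The fold change of *siw14* and the intervals within 2-fold kept theirs under every alternative run. For protein-coding genes up (6) and down (7) by the study criteria, library totals only gave 69 and 2, limma-voom 13 and 2, a 1.5-fold criterion 513 and 30, an adjusted p of 0.01 0 and 0, glmTreat 0 and 0, the abundance trend taken out 0 and 0; no count minimum gave 11 up, all annotated loci 11 down, the GC trend taken out 0 up and the deposited p-values 2 up. Leaving out 1 library gave 0 to 53 up and 0 to 28 down. Of calls at the adjusted p, 965 higher and 288 lower, DESeq2's size factors gave 495 lower, library totals only 31, DESeq2 705, the GC trend taken out 883, the deposited p-values 1195, and the abundance trend taken out 0 higher and 1 lower; leaving out 1 library gave 0 to 1204 higher and 1 to 717 lower. The log2 fold change of *pho1* was −0.32 by DESeq2 (called), −0.10 with library totals only, −0.04 with the abundance trend and −0.18 with the GC trend taken out and from −0.38 to −0.20 with 1 library left out (called at −0.37 without wild-type replicate 2), that of *pho84* was 0.30 with the abundance trend taken out, and that of *tgp1* was −0.0875 with the abundance trend and 0.39 with the GC trend taken out. Of 9 shared or iron genes 7 were called, against 3 with library totals only, 3 by limma-voom, 0 with the abundance trend taken out and 0 to 9 with 1 library left out; shared genes past the study criteria were 5, against 1, 1, 0 and 0 to 6, and 3 by DESeq2. Of lists, 11 were called lower and 0 higher; 7 were lower with the abundance trend taken out, 0 with an estimated correlation and 0 by fry, and 1 was higher with library totals only and 1 with the abundance trend taken out. The lowest replicate coefficient, 0.989, was 0.993 with RPKM and from 0.989 to 0.994 with 1 library left out. Direction turned for *aps1*, not called at 0.05, to −0.17 with the GC trend taken out and −0.00617 in the deposited table (range −0.0277 to 0.16 with 1 library left out), and for *spx1*, not called at −0.04, to 0.13 with library totals only and 0.15 with the abundance trend taken out (range −0.0915 to 0.0530). Camera's direction turned, given as adjusted p, with the abundance trend taken out for the PHO genes (0.682), heat shock (0.811), ribosomal proteins (0.515), histones (0.682), glycolysis (0.629) and long noncoding RNAs (0.00951), the last then called (0.475 with an estimated correlation); with the GC trend taken out for the PHO genes (0.588), inositol polyphosphates (0.810), glycolysis (0.610), long noncoding RNAs (0.733) and snoRNA and other stable RNAs (0.841); with library totals only for the PHO genes (0.988) and long noncoding RNAs (0.0627); for long noncoding RNAs also with at least 1 count (0.714) and with the block (0.757); for meiotic genes with at least 10 counts (0.635); and for the PHO genes by fry (0.945). It also turned with some libraries left out, where adjusted p ran over 0.689 to 0.965 for the PHO genes, 0.685 to 0.985 for inositol polyphosphates, 0.222 to 0.985 for cleavage and polyadenylation and 0.218 to 0.844 for long noncoding RNAs. The cause was not tested for any of these. The labels do not say whether equal replicate numbers share a day or batch. The deviations of same-numbered libraries from their group means correlated at −0.259, 0.181 and −0.164. Wild-type replicates 1, 2 and 3 correlated best with *siw14*∆ replicates 3, 2 and 1. Deviations from a mean of 3 libraries depend on each other, so these coefficients cannot exclude a pairing by number. The replicate block gave 1007 higher and 156 lower at the adjusted p and 9 up and 5 down by the study criteria. Low counts leave wide errors, such as 0.44 for *rec11* at 8.44 and 23.2 normalized counts in wild type and *siw14*∆, against 0.12 for *pho1* at 19563 and 16064.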

Differences from the paper's values

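The values taken with the authors' deposited p-values and with RPKM are tests chosen only after the values were seen; the other alternatives were set before the data were examined. The paper's number of upregulated protein-coding RNAs is 2, and here it was 6 at the paper's thresholds, with edgeR in place of DESeq2. Without wild-type replicate 1, *mdb1* and *pfl9* were up and 1 gene was down, while the authors' deposited table has *mdb1* and *SPBC14F5.01* up. Of the alternatives set before the data were examined, only leaving out that replicate gave 2 up. The others differ from the paper's number: 4 with DESeq2's size factors, 4 by DESeq2, 13 by limma-voom, 69 with library totals only, 6 with either other filter, 9 with the replicate block, 53, 41, 11, 0 and 0 without wild-type replicates 2 and 3 and *siw14*∆ replicates 1, 2 and 3, 11 without a count minimum, 8 with a minimum of 50, 513 at 1.5-fold, 0 at an adjusted p of 0.01, 0 by glmTreat and 6 over all loci. With the authors' deposited p-values, fold changes and strain means over the loci kept here, chosen after seeing the values, 2 genes were up and 10 down. These are the paper's numbers, and 0 of the paper's 6 shared genes were dropped. All of these values are the authors' own, so the match is not independent evidence. In the deposited table *hus1*, *SPBC1711.15c*, *slx4* and *rrp8*, higher here by the study criteria, passed the authors' DESeq2 test (adjusted p = 6.53e-04 to 0.00812). Their deposited log2 fold changes of 0.99, 0.99, 0.97 and 0.96 lie just under the 2-fold criterion. The paper's number of downregulated protein-coding RNAs is 10 and here it was 7, and the paper's number shared with *aps1*∆ is 6 and here it was 5. Down and shared were 8 and 5 with DESeq2's size factors, 8 and 5 or 7 and 5 with the other filters, and 5 and 4 with the replicate block. They were 5 and 3 by DESeq2, 2 and 1 by limma-voom, and 2 and 1 with library totals only. Without wild-type replicates 1, 2 and 3 they were 1 and 1, 28 and 6, and 0 and 0. Without any of the *siw14*∆ replicates both were 0.

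The paper's lowest and highest Pearson coefficients between replicates, of RPKM, are 0.968 and 0.984, and here those of CPM were 0.989 and 0.998. None of the alternatives set before the data were examined closes the gap: the lowest and highest were 0.992 and 0.998 on log2(CPM + 1), 0.991 and 0.997 without the 10 most abundant genes, and the lowest from 0.989 to 0.994 and the highest from 0.995 to 0.998 with 1 library left out. RPKM with ASM294v3 lengths, chosen after seeing the values, gave 0.993 and 0.998.

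The paper lists *SPAC26H5.09c* among the genes down by its criteria; here its log2 fold change of −0.95 (edgeR adjusted p = 0.0317) passes the test but not the 2-fold criterion, which it does without wild-type replicate 2 and with the deposited p-values and fold changes. The authors' deposited table also puts *tsp0* and *lsd90* past the criteria; here *tsp0* was at −0.98 (edgeR adjusted p = 0.0353) and *lsd90* at −0.95 (adjusted p = 0.0556), and DESeq2's size factors in edgeR called *tsp0*, as leaving out wild-type replicate 2 called both.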

Other observations

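In this part, the tests on wild-type replicate 2, those with a trend over abundance or GC content taken out and the comparison with the deposited table were chosen only after the result was seen.

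Some genes of the cell cycle and of RNA 3′-end formation passed edgeR's test as higher in *siw14*∆ cells, while their lists as a whole were not called. Of 12 targets of the cell cycle factor MBF, 4 rose and none fell, also when adjusted over the list alone: the replication protein A gene *ssb1* (0.63 on the log2 scale), the claspin gene *mrc1* (0.68), the corepressor gene *yox1* (0.76) and the licensing factor gene *cdt1* (0.53), while camera did not call the list (adjusted p = 0.304). Of 23 genes of the cleavage and polyadenylation factor and of transcription termination, 4 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.765). Those higher were *rna14* (0.69), the CTD phosphatase gene *ssu72* (0.64), *pfs2* (0.46) and *cft2*, the last named after its value was seen, and the phosphatase gene *dis2* (−0.31) was lower. Of 9 genes of inositol polyphosphate metabolism, 2 rose and none fell, also when adjusted over the list alone, the phospholipase C gene *plc1* (0.61) and the inositol polyphosphate kinase gene *arg82* (0.44) (camera adjusted p = 0.856). The kinase and pyrophosphatase gene *asp1* was at 0.28 (edgeR adjusted p = 0.0824; 0.46 and adjusted p = 0.0291 with library totals only), *aps1* at 0.05 (adjusted p = 0.779) and *spx1* at −0.04 (adjusted p = 0.760), and none of them passed. Of 8 genes listed for polyphosphate metabolism 1 fell, also when adjusted over the list alone, *ppa1* (−0.33), which the annotation gives as a PP2A catalytic subunit (camera adjusted p = 0.188). Of 16 protein folding genes 1 rose, also when adjusted over the list alone, the p23 co-chaperone gene *wos2* (0.56), though 13 of the 16 had fold changes under 0 and camera placed the list lower at adjusted p = 0.0628 (adjusted p = 0.659 with an estimated correlation). That list was called without wild-type replicate 2 (adjusted p = 6.47e-04), *siw14*∆ replicate 1 (0.0336) or *siw14*∆ replicate 3 (0.0237), with library totals only (0.0149) and with the replicate block (0.0225). Of the 12 called genes given here with values, edgeR kept 8, 12 and 6 without wild-type replicates 1, 2 and 3, 5 without *siw14*∆ replicate 1 and 0 without *siw14*∆ replicate 2 or 3; the spans of *mrc1*, *plc1* and *arg82* largely overlap loci on the opposite strand. With the trend over abundance taken out, edgeR kept 0 of the 12, at log2 fold changes of 0.62 for *ssb1*, 0.44 for *mrc1*, 0.38 for *yox1*, 0.24 for *cdt1*, 0.56 for *rna14*, 0.26 for *ssu72*, 0.09 for *pfs2*, −0.08 for *dis2*, 0.35 for *plc1*, 0.14 for *arg82*, −0.25 for *ppa1* and 0.74 for *wos2* (adjusted p = 0.0567 to 0.673).

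Of 20 mating and nitrogen starvation genes, 4 fell and 1 rose (5 and 2 when adjusted over the list alone), among them the transcription factor gene *ste11* (−0.81, standard error 0.22, adjusted p = 0.0315) and the MAP kinase gene *spk1* (−0.92, standard error 0.24, adjusted p = 0.0315) by edgeR, with *isp6* and *gpa1*, the last named after its value was seen; the formin gene *fus1* (0.94) rose. Camera did not call this list (adjusted p = 0.229, and adjusted p = 0.677 with an estimated correlation) except without wild-type replicate 2 (adjusted p = 0.00733). Of 13 meiotic genes, 2 of low count rose and 1 fell, also when adjusted over the list alone: *meu1* (1.37), from 18.5 ± 8.46 to 48.1 ± 2.34 normalized counts (SD, n = 3 each), *rec11* (1.45) and *mei2* (camera adjusted p = 0.486). Of the 6 called genes given here, *ste11*, *spk1*, *fus1*, *meu1*, *rec11* and *mei2*, edgeR kept 2, 5 and 3 without wild-type replicates 1, 2 and 3 and 0 without any of the *siw14*∆ replicates; much of the spans of *spk1* and *fus1* overlaps loci on the opposite strand. None of these 6 calls was kept with the trend over abundance taken out, where edgeR gave −0.95 for *ste11*, −1.20 for *spk1*, 0.59 for *fus1*, 1.21 for *meu1*, 1.39 for *rec11* and −1.80 for *mei2* (adjusted p = 0.0603 to 0.0790). None of 8 thiamine genes, 12 copper and zinc genes, 12 amino acid permease genes, 4 loci of the near-identical Tf2 retrotransposons or 46 loci of snoRNA and other stable RNAs passed edgeR's test, also when adjusted over each list alone, and camera called none of these lists (adjusted p = 0.117, 0.0950, 0.114, 0.149 and 0.118). At an unadjusted p of 0.05, edgeR had 1, 3, 3, 1 and 2 of these loci in the same order, DESeq2 called 0, 1, 3, 0 and 2 at its adjusted p, and limma-voom called 0 in each list. Without *siw14*∆ replicate 3, camera placed lower the lists of copper and zinc (0.0456), amino acid permeases (0.0456) and stable RNAs (0.0162), all as adjusted p. Camera also placed the stable RNAs lower with library totals only (adjusted p = 0.00186) and, in alternatives chosen after seeing the data, with the trend over abundance taken out (adjusted p = 0.0334, and adjusted p = 0.662 with an estimated correlation), and the copper and zinc list with the GC trend taken out (adjusted p = 0.0489). With all libraries and an estimated correlation, each of these lists had adjusted p = 0.653 by camera. Of 39 subtelomeric loci 4 rose and 4 fell, also when adjusted over the list alone (camera adjusted p = 0.486), and of 816 loci with SPNCRNA names 26 rose and 15 fell (0 when adjusted over the list alone; camera adjusted p = 0.856). The 11 members of the list of mitochondrial genes had 0 counts in every library and were not tested.

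Wild-type replicate 2 lay close to the *siw14*∆ libraries at the 11 loci, other than *siw14*, that were lower by the study criteria. With the *siw14*∆ mean at 0 and the mean of the other wild-type replicates at 1, its median place was 0.0374 (−0.178 to 0.407, under 0.5 at 11 of 11), against 2.06 for wild-type replicate 1 and 1.84 for replicate 3. At the 6 higher genes its median place was 0.622, against 1.91 for wild-type replicate 1 and 0.843 for replicate 3, so that replicate 1 stood apart there. Wild-type replicate 2 is not a *siw14*∆ culture, since it had a *siw14* CPM of 177, beside 139 and 178 in wild-type replicates 1 and 3. Wild-type libraries thus differ at these loci, and whether this comes from the cultures or from the handling of the libraries stays open. Without this library 53 genes were up and 28 down by the study criteria, so the number of calls depends on which wild-type cultures are compared; an effect of the genotype is not excluded.

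In the authors' deposited table, 2 protein-coding genes are up and 10 down by the study criteria, with 5 noncoding RNAs down, and 1088 loci are higher and 1202 lower at the adjusted p. Across loci, which are not independent replicates, its log2 fold changes have a Pearson coefficient of 1.000 with those here and a median difference of −0.05. Its overall mean per locus is 0.5 to 69.8 times the mean of its strain means, which a fit to these 6 libraries alone would not give.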
